# The combined action of Esrrb and Nr5a2 is essential for murine naïve pluripotency

**DOI:** 10.1242/dev.199604

**Published:** 2021-09-10

**Authors:** Nicola Festuccia, Nick Owens, Almira Chervova, Agnès Dubois, Pablo Navarro

**Keywords:** Pluripotency, Embryonic stem cells, Orphan nuclear receptors, Esrrb, Nr5a2

## Abstract

The maintenance of pluripotency in mouse embryonic stem cells (ESCs) is governed by the action of an interconnected network of transcription factors. Among them, only Oct4 and Sox2 have been shown to be strictly required for the self-renewal of ESCs and pluripotency, particularly in culture conditions in which differentiation cues are chemically inhibited. Here, we report that the conjunct activity of two orphan nuclear receptors, Esrrb and Nr5a2, parallels the importance of that of Oct4 and Sox2 in naïve mouse ESCs. By occupying a large common set of regulatory elements, these two factors control the binding of Oct4, Sox2 and Nanog to DNA. Consequently, in their absence the pluripotency network collapses and the transcriptome is substantially deregulated, leading to the differentiation of ESCs. Altogether, this work identifies orphan nuclear receptors, previously thought to be performing supportive functions, as a set of core regulators of naïve pluripotency.

## Abstract (precis)

**Summary:** Esrrb and Nr5a2, two orphan nuclear receptors, are identified as essential regulators of pluripotency in mouse embryonic stem cells.

## INTRODUCTION

The uncommitted identity of mouse embryonic stem cells (ESCs) is maintained by the activity of a gene regulatory network that strictly depends on the function of Oct4 (Pou5f1) and Sox2 (Yeo and Ng, 2013). Binding DNA in complex with Sox2 (Tapia et al., 2015), Oct4 enables the recruitment of other transcription factors (TFs) at regulatory regions (King and Klose, 2017). In accordance with this, altering the expression of either TF results in the differentiation of ESCs (Masui et al., 2007; Niwa et al., 2000). In line with their role in ESCs, Oct4 and Sox2 are essential for epiblast specification (Avilion et al., 2003; Nichols et al., 1998). Alongside these TFs, a number of auxiliary factors stabilise the pluripotency network. Although their individual depletion often affects the efficiency of self-renewal (Chambers et al., 2007) and modulates Oct4 and Sox2 binding at a subset of regulatory elements (Heurtier et al., 2019), the loss of these TFs does not result in overt differentiation. For these reasons, it is generally considered that the pluripotency network is structured along two distinct modules: the core network, centred on Oct4 and Sox2, and a cohort of supportive TFs.

Among all auxiliary factors, Esrrb is prominent (Festuccia et al., 2018b), because it controls multiple aspects of the molecular wiring of ESC identity. Esrrb is a pivotal mediator of pro-self-renewing signalling cues, operating downstream of the canonical WNT pathway (Martello et al., 2012), and bypassing the dependence of ESCs on the cytokine LIF (Festuccia et al., 2012). This TF also acts as a major gatekeeper of pluripotency, both during early differentiation (Festuccia et al., 2018a) and, conversely, during reprogramming to induced pluripotency (Adachi et al., 2018). In addition, Esrrb orchestrates the recruitment of the transcriptional machinery (Bell et al., 2020; Percharde et al., 2012) and other TFs (Adachi et al., 2018) to key regulatory elements (Whyte et al., 2013). Finally, it maintains sequence-specific DNA binding during mitosis, directly contributing to the stability of pluripotency during cell division (Festuccia et al., 2016), as well as after DNA replication (Owens et al., 2019). Given these characteristics, it is not surprising that the genetic ablation of Esrrb compromises ESCs self-renewal in conventional culture conditions (Festuccia et al., 2012). In contrast, the loss of Esrrb, although detrimental (Adachi et al., 2018; Atlasi et al., 2019), is tolerated in culture conditions that more stringently enforce the maintenance of the undifferentiated state (Martello et al., 2012) by blocking the differentiation cues imparted by ERK signalling and reinforcing the activation of WNT by GSK3b inhibition (Ying et al., 2008). How ESCs accommodate the concomitant disruption of the multiple functions of Esrrb action remains unclear, representing a major gap in our knowledge of the molecular control of pluripotency.

One simple hypothesis to explain how in 2i/LIF ESCs can bypass the requirements for Esrrb is that other TFs may perform a compensatory role. Of note, Esrrb is part of a broad family of TFs, orphan nuclear receptors, that show high sequence and structural homology, and have overlapping developmental functions (Festuccia et al., 2018b). Among these, Nr5a2 binds to nearly identical half-palindromic sequences through a related DNA-binding domain (DBD) presenting a common extension to the conventional zinc fingers of nuclear receptors (Heng et al., 2010; Solomon et al., 2005). Furthermore, Nr5a2 is expressed in ESCs, where it contributes to supporting, or instating, pluripotency (Fujii et al., 2015; Gu et al., 2005; Guo and Smith, 2010; Heng et al., 2010). Hence, we sought to test whether Nr5a2 mitigates the consequences of loss of Esrrb function by concomitantly ablating both TFs in ESCs. Here, we report that the loss of both Esrrb and Nr5a2 leads to the complete abrogation of self-renewal and the induction of differentiation, even in 2i/LIF. These effects are mediated by a collapse of the pluripotency network: Oct4, Sox2 and Nanog binding is acutely lost at most enhancers and ESC-specific gene expression is shut down. Therefore, our results identify Esrrb and Nr5a2 as a set of mutually redundant but essential pluripotency TFs, which form a single regulatory module that parallels in importance Oct4 and Sox2 in mouse ESCs.

## RESULTS

### Esrrb and Nr5a2 are co-expressed in individual ESCs and bind to an overlapping set of regulatory elements

Expression of auxiliary TFs, including Esrrb, is heterogeneous in ESCs cultured in serum and LIF (FCS/LIF), which induces a metastable state permissive for spontaneous differentiation (Chambers et al., 2007). Notably, the loss of Esrrb in this context marks the commitment to the dismantling of pluripotency, triggering the reorganisation of Oct4 binding (Festuccia et al., 2018a). Therefore, we first compared the levels of expression of Esrrb and Nr5a2 in this context. Using GFP inserted in-frame of Nr5a2 or Esrrb, linked by a self-cleaving T2a peptide (Fig. S1), we observed that Esrrb presents a broad distribution of expression levels in ESCs (Fig. 1A), as previously reported. Nr5a2 expression was approximately fivefold weaker, in good agreement with gene expression analysis (Fig. S2A). Importantly, both genes were undetectable in a fraction of the ESC population. Next, we derived additional reporter lines in which the coding sequence for GFP and mCherry have been knocked-in after the Nr5a2 and Esrrb open reading frames (Fig. S1), and found that Esrrb and Nr5a2 proteins show broadly overlapping patterns of expression, with cells negative for one TF also low or negative for the second (Fig. 1B,C). Nonetheless, possibly as a consequence of lower expression, Nr5a2 downregulation was more frequently observed (20% and 5% of Nr5a2 and Esrrb negative cells, respectively), as confirmed by single-cell gene expression analysis (Fig. 1B,C, Fig. S2B,C). In 2i/LIF culture conditions, spontaneous differentiation was suppressed and the expression of Esrrb and other auxiliary TFs reinforced, becoming homogeneous. In line with this, double reporters revealed how in chemically defined medium Esrrb and Nr5a2 protein levels are elevated and their downregulation impeded (Fig. 1B,C, Fig. S2B,C). These results suggest that Esrrb and Nr5a2 respond similarly to signalling cues in ESCs. As the downregulation of Esrrb marks the commitment of ESCs to differentiate, it is possible that Nr5a2 is also relevant in this context, and that the concomitant downregulation of both TFs plays a causal role in the extinction of pluripotency.

**Fig. 1.**
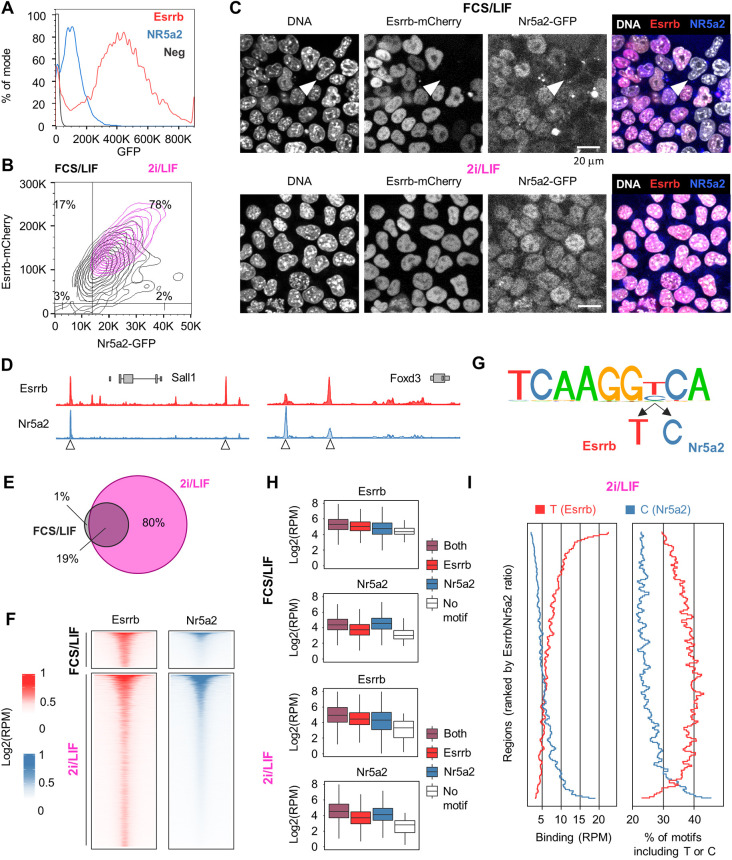
**Overlapping expression and binding pattern of Esrrb and Nr5a2.** (A) Esrrb-T2a-GFP (red) and Nr5a2-T2a-GFP (blue) fluorescence levels (percentage of mode in each dataset) determined by flow cytometry in ESCs cultured in FCS/LIF. The black line shows background levels measured in wild-type E14Tg2a ESCs. Representative of two independent experiments. (B) Nr5a2-GFP and Esrrb-mCherry levels in double knock-in ESCs cultured in FCS/LIF (black) or 2i/LIF (magenta), as determined by imaging flow cytometry (ImageStream). Negative thresholds, identified by analysing wild-type ESCs, are shown (black lines), along with the percentage of cells falling in each gate in FCS/LIF. Results of two pooled independent experiments. (C) Confocal microscopy images showing Esrrb-mCherry and Nr5a2-GFP expression in double knock-in ESCs cultured in FCS/LIF (top) or 2i/LIF (bottom). Note that double-negative cells (white arrowheads) exist only in FCS/LIF. Representative of two independent experiments. (D) Profiles of Esrrb and Nr5a2 binding in FCS/LIF as determined by ChIP-seq in FLAG-Nr5a2 ESCs. The *Sall1* and *Foxd3* loci provide examples of the binding preference of each TF at common targets (arrowheads). (E) Venn diagram showing the overlap between regions bound by Esrrb or Nr5a2 in FCS/LIF and 2i/LIF. (F) Local enrichment heatmap comparing Esrrb (left, red) and Nr5a2 (right, blue) occupancy at regions bound by either of the two TFs in FCS/LIF (top) or 2i/LIF (bottom). Esrrb/Nr5a2 peaks were ordered by decreasing Nr5a2 binding. (G) DNA sequence identified by *de novo* motif discovery at all regions bound by Esrrb/Nr5a2 in FCS/LIF; note the seventh base can either be a T or a C. (H) Box plot showing Esrrb and Nr5a2 binding (RPM, reads per ten million) in FCS/LIF (top) or 2i/LIF (bottom) at target regions containing tcaaggTca, tcaaggCca, both motifs, or none. The central lines correspond to the median, boxes span from the first to the third quartiles, and whiskers extend to the furthest data point within 1.5xIQR from the boxes. The plot highlights how the seventh base of the motif discriminates Esrrb ‘T’ or Nr5a2 ‘C’ preferential binding. (I) Frequency of motifs including T or C at the seventh position (right) at target regions in 2i/LIF, ordered by decreasing Esrrb/Nr5a2 binding ratio (left; RPM, reads per million).

To get an indication of whether Esrrb and Nr5a2 play overlapping functions in supporting pluripotency, we established their binding profiles across the genome, in FCS/LIF or 2i/LIF (Table S1), revealing an extensive binding overlap in both conditions (Fig. 1D-F, Fig. S2D). Nr5a2 bound fewer loci in mouse ESCs (FCS/LIF: Esrrb 15556, Nr5a2 6340; 2i/LIF: Esrrb 62786, Nr5a2 36181), possibly owing to its lower expression, particularly in FCS/LIF, and was almost invariably found in association with Esrrb (Fig. 1F). Yet, at common targets, preference for binding of one or the other factor was observed (Fig. 1D, arrowheads). *De novo* motif discovery at regions bound by Esrrb or Nr5a2 found the canonical Esrrb binding consensus – TCAAGGTCA (Festuccia et al., 2016) – with the difference that either T or C could be accommodated at the seventh base of the motif (Fig. 1G). To understand whether variation at this position could explain the preferential recruitment of Esrrb or Nr5a2, we analysed binding associated with each version of the consensus (TCAAGG T/C CA), revealing a preference of Esrrb for T and, more pronouncedly, of Nr5a2 for C (Fig. 1H). This was confirmed by ranking the regions targeted by Esrrb and Nr5a2 by the level of binding of the two factors, which revealed an elevated frequency of motifs including C at the seventh positions at regions with preferential Nr5a2 binding (Fig. 1I, Fig. S2E), and vice versa. Interestingly, whereas perfect matches to the Nr5a2 motif variant accumulated at regions of high Nr5a2, optimal Esrrb motifs were more broadly distributed, and mildly enriched at regions bound by both TFs (Fig. S2F).

Altogether, we conclude that Esrrb and Nr5a2 display similar expression patterns in ESCs, where they bind at a common set of regulatory elements by virtue of highly similar, although specific, DNA-binding preferences.

### Esrrb and Nr5a2 are essential regulators of pluripotency

We have previously derived ESC lines in which endogenous Esrrb is knocked out and Esrrb expression is rescued by a doxycycline (Dox) inducible transgene (EKOiE), such that upon Dox withdrawal the cells differentiate in FCS/LIF (Festuccia et al., 2016). In these cells, we further disrupted the exon encoding the DBD of Nr5a2 at both alleles, to generate Nr5a2 null ESCs (EKOiE NrKO) (Figs S1, S3A; supplementary Materials and Methods). 

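In mm10, Nr5a2 (ENSMUSG00000026398) lies on the minus strand of chromosome 1 from 136842571 to 136960448, a span of 117878 bp. Its transcript Nr5a2-205 has 9 exons and a coding sequence of 499 codons. Exon 4 of this transcript lies from 136944959 to 136945077. It is 119 bp long and coding over its whole length. The supplement places the deletion of clone 2 from 136944963 to 136945016, which spans 54 positions with both ends counted, all of them inside exon 4. On the strand of the gene these positions read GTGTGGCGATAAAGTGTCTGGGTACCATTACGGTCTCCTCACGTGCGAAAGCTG. For clone 4, the supplement gives a deletion from 136944963 to 136945015 on one allele. Its 53 positions, also inside exon 4, read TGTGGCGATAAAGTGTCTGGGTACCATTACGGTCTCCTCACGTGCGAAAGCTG on the strand of the gene. The other allele of clone 4 carries a deletion from 136944362 to 136946119, which covers 1758 positions and removes all 119 bp of exon 4 together with intronic sequence on both sides. The sizes in bp that the supplement gives for these deletions differ from these numbers of positions by 1 to 3. For clone 2 it gives 53 bp, not a multiple of 3, so the 54 positions do not show a deletion that keeps the reading frame. By qPCR over the deleted region, the supplement reports no wild-type Nr5a2 transcript in the knockout clones. From RNA-seq of clone 4, the supplement states that all transcript variants detected carry frame-shifts. The other exons lie outside these deletions, so a count over the whole gene includes transcript made from the disrupted alleles.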

EKOiE NrKO cells could be derived without special complications, indicating that in this context Nr5a2 is not strictly required for self-renewal (Fujii et al., 2015; Gu et al., 2005; Sladitschek and Neveu, 2019). Indeed, colony-forming assays confirmed that EKOiE NrKO cells self-renew despite showing increased spontaneous differentiation (Fig. 2A,B). In comparison, the loss of Esrrb triggered by Dox withdrawal had more profound effects, resulting in the formation of few undifferentiated colonies, in line with previous results (Festuccia et al., 2012). Notably, the deletion of Nr5a2 exacerbated the effects of Esrrb loss of function, effectively ablating the formation of colonies containing undifferentiated cells 7 days after plating (Fig. 2A,B). This suggests that in FCS/LIF Esrrb plays a preponderant role that is nevertheless supported by Nr5a2. Accordingly, the expression of pluripotency markers was more severely and consistently compromised 2 days after loss of both TFs, than after loss of Esrrb alone (Fig. 2C). These trends were confirmed at the genome-wide level: whereas Esrrb depletion led to 707 differentially expressed genes, the concomitant loss of Nr5a2, which by itself deregulates 91 genes, was accompanied by extensive gene expression changes, with 1666 up- and 903 downregulated genes (FDR<0.01; Fig. 2D, Fig. S3B, Table S2). Moreover, we observed that genes responding to the loss of one orphan receptor, although not passing statistical tests of significance in response to loss of the other, still display concordant expression changes (Fig. 2D, Fig. S3C). 

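The transcriptome of ESCs in FCS/LIF was measured by RNA-seq in 8 libraries, 2 replicates for each of 4 states. EKOiE cells kept with 1 µg/ml Dox are +E+N, and the same cells 2 days after Dox withdrawal are −E. EKOiE NrKO cells with Dox are −N, and EKOiE NrKO cells 2 days after Dox withdrawal are −E−N. The authors aligned stranded paired-end reads to mm10 with STAR, and estimated a count and a TPM value per gene with RSEM. The estimated counts were used here after rounding to whole numbers. Their total per library was 38853062 and 42980094 in +E+N, 40784467 and 41626847 in −E, 42025795 and 45443379 in −N, and 36514172 and 38850631 in −E−N. The 2 replicates of a state differed by more than sampling noise in every state, with a chi-square per degree of freedom between 4.28 and 15.6 over genes. Counts were normalized by TMM and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in one fit of the 4 states, over the 15636 genes with at least 20 counts in both replicates of at least 1 state. A gene was called at a false discovery rate under 0.01 and a fold change over 1.5, the limits given in the paper's methods. With n = 2 in each state, an exact permutation test of a single value cannot give a p below 0.333. The libraries were checked first for the 2 targeted genes. Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) was at 321 ± 58.9 CPM (counts scaled to a library of 1000000; SD, n = 2) in +E+N, 70.7 ± 6.53 in −E, 243 ± 30.0 in −N and 30.6 ± 1.63 in −E−N. Its log2 fold change against +E+N was -2.18 in −E (standard error 0.134, adjusted p = 2.75e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.39 in −E−N (standard error 0.143, adjusted p = 1.16e-06 from the same test). With each library left out in turn, the value in −E lay between -2.36 and -1.97, a wider move than under the other settings tried. The fall of Esrrb in −N was not past the limits (log2 fold change -0.40, adjusted p = 0.156 from the same test). Nr5a2 was at 39.1 ± 2.77 CPM in +E+N, 19.7 ± 0.306 in −E, 26.7 ± 1.08 in −N and 9.86 ± 0.738 in −E−N (SD, n = 2). These values include transcript from the disrupted alleles, and the values of Esrrb do not separate the transgene from transcript of the disrupted endogenous gene.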

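Fig. 2C plots 8 pluripotency genes, and all 8 were called lower in −E−N than in +E+N, with log2 fold changes between -3.44 and -0.65. In −E, 5 of the 8 were called lower. In −N, 0 of the 8 were called, although all 8 estimates were below 0. With the adjustment made over the 8 genes alone, or with the replicate number as a block in the fit, the number called was 8 in −E−N, 5 in −E and 1 in −N. The gene called in −N under the block was Tbx3 (ENSMUSG00000018604), which had a log2 fold change of -0.78 and an adjusted p of 0.0595 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment without the block, and 0.000348 with it. Between libraries of the same replicate number, the deviations of the +E+N and −N libraries from the means of their states had a correlation of 0.360 over genes, and those of the +E+N and −E−N libraries one of 0.109. Zfp42 (ENSMUSG00000051176), which encodes Rex1, fell from 510 ± 33.7 CPM (SD, n = 2) in +E+N to 150 ± 16.0 in −E and to 47.1 ± 1.15 in −E−N. Its log2 fold change was -1.77 in −E (standard error 0.0866, adjusted p = 1.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.44 in −E−N (standard error 0.0936, adjusted p = 1.05e-07 from the same test). Klf4 (ENSMUSG00000003032) fell from 67.3 ± 1.39 to 14.8 ± 1.33 and to 7.27 ± 0.425 CPM (SD, n = 2). Sox2 (ENSMUSG00000074637) was past the limits in −E−N (log2 fold change -1.20, adjusted p = 3.23e-05 from the same test) and not in −E (-0.42, adjusted p = 0.0189 from the same test). Pou5f1 (ENSMUSG00000024406), which encodes Oct4, was called in −E−N (log2 fold change -0.65, adjusted p = 0.000436 from the same test) and not in −E (-0.13, adjusted p = 0.324 from the same test). Nanog (ENSMUSG00000012396) had log2 fold changes of -0.83 in −E and -1.30 in −E−N, and Utf1 (ENSMUSG00000047751) of -0.42 and -0.84. For Tfcp2l1 (ENSMUSG00000026380) the log2 fold changes were close, -2.22 in −E and -2.30 in −E−N, and Tbx3 fell less in −E−N (-1.59) than in −E (-1.84). The mean log2 fold change of the 8 genes was -1.22 ± 0.0381 in −E, -0.34 ± 0.0160 in −N and -1.81 ± 0.0337 in −E−N (SD of the same-numbered differences, n = 2). On log2(TPM + 1) values, the alternative that moved these means most, they were -1.01, -0.26 and -1.60. The mean in −E−N was lower than in −E by -0.59 ± 0.0718 on the log2 scale, and the exact permutation test of 2 libraries against 2 gave its smallest possible p, 0.333 (two-sided).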

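At the limits of the paper's methods, 901 genes were called in −E against +E+N, 505 higher and 396 lower. In −N, 27 genes were called, 12 higher and 15 lower. In −E−N, 2934 genes were called, 1934 higher and 1000 lower. The count in −N moved most with the processing. It was 548 when every gene with at least 1 count was tested, and 3 when the −N and +E+N libraries were fitted alone. With the replicate number as a block in the fit, 1296 genes were called in −E, 305 in −N and 3320 in −E−N. Libraries of the same number deviated together, with a correlation of 0.152 on average over the pairs of states and 0.360 between +E+N and −N, the highest of them. With DESeq2 without independent filtering, the test named in the paper's methods, the counts were 1047 in −E, 264 in −N and 2852 in −E−N. Among the called genes with a mean of at least 100 counts that changed the same way in both same-numbered pairs, the largest fall in −E was that of Mymx (ENSMUSG00000079471), with a log2 fold change of -3.41 (standard error 0.258, adjusted p = 6.87e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nebl followed at -3.36, and the largest rises in −E were those of Sp8 (ENSMUSG00000048562) at 2.97 and Msx1 at 2.75. In −N, Inhbb (ENSMUSG00000037035) fell most, with a log2 fold change of -2.29 (standard error 0.239, adjusted p = 0.00623 from the same test), followed by Dpp4 at -2.25. The largest rises in −N were those of H19 (ENSMUSG00000000031, chromosome 7 from 142575529 to 142578143), an imprinted gene, at 2.20 and Aass at 1.73. On log2(TPM + 1) values tested with limma, neither Inhbb nor H19 was called in −N. In −E−N, Nr0b1 (ENSMUSG00000025056, chromosome X from 86191764 to 86195947) fell from 52.1 ± 3.27 to 0.880 ± 0.00175 CPM (SD, n = 2), a log2 fold change of -5.88 (standard error 0.185, adjusted p = 2.43e-07 from the same test). Khdc3 (ENSMUSG00000092622) followed at -5.46, and the largest rises in −E−N were those of Sp8 at 3.67 and Piezo2 at 3.58.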

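Of the genes called in −E−N in FCS/LIF, 2148 were not called in −E, and 2056 of these (95.7%) had a log2 fold change of the same sign in −E as in −E−N. Of the 2910 that were not called in −N, 2713 (93.2%) had the same sign in −N. Among the genes called in both comparisons, 785 of 786 had the same sign in −E, and 24 of 24 in −N. Each of these comparisons uses the same +E+N libraries, whose noise enters both fold changes. When the single depletion was set against one +E+N replicate and −E−N against the other, the share with the same sign was 94.0% for −E and 89.8% for −N, as means over the 2 ways of assigning the replicates. Among the fits of all 8 libraries, testing every gene with at least 1 count moved the shares most, to 92.9% for −E and 89.6% for −N. With the replicate number as a block they were 94.2% and 91.3%. The +E+N libraries deviated from their mean together with the −E libraries of the same number with a correlation of 0.0361 over genes, and together with the −N libraries with one of 0.360. No p-value is given for these shares, since genes are not independent replicates.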

As genes activated and repressed by both factors were enriched in terms such as ‘response to LIF’ (FDR=2.27e-24) and in terms linked to differentiation (e.g. ‘morphogenesis’; FDR=2.32e-57; Table S3), respectively, we conclude that Esrrb and Nr5a2 cooperate to support pluripotency in FCS/LIF.

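In FCS/LIF, 87.2% of the genes called in −E were also called in −E−N, all but 1 of them in the same direction, as were 88.9% of the genes called in −N. Over all tested genes, 18.8% were called in −E−N. Called in all 3 comparisons were 15 genes, and 2139 genes were called in −E−N alone. With the replicate number as a block, 83.3% of the genes called in −E and 94.8% of those called in −N were also called in −E−N. The same-number correlation of the deviations was 0.177 between −E and −E−N libraries and 0.119 between −N and −E−N libraries. Without the filter on low counts, these shares were 80.7% and 83.9%. The enrichment of terms was not analysed here. The paper sets the wider response to the loss of both TFs and the concordant changes after each single loss beside the terms found among genes that respond to both factors. From these terms, the paper concludes that the TFs cooperate to support pluripotency in FCS/LIF.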

**Fig. 2.**
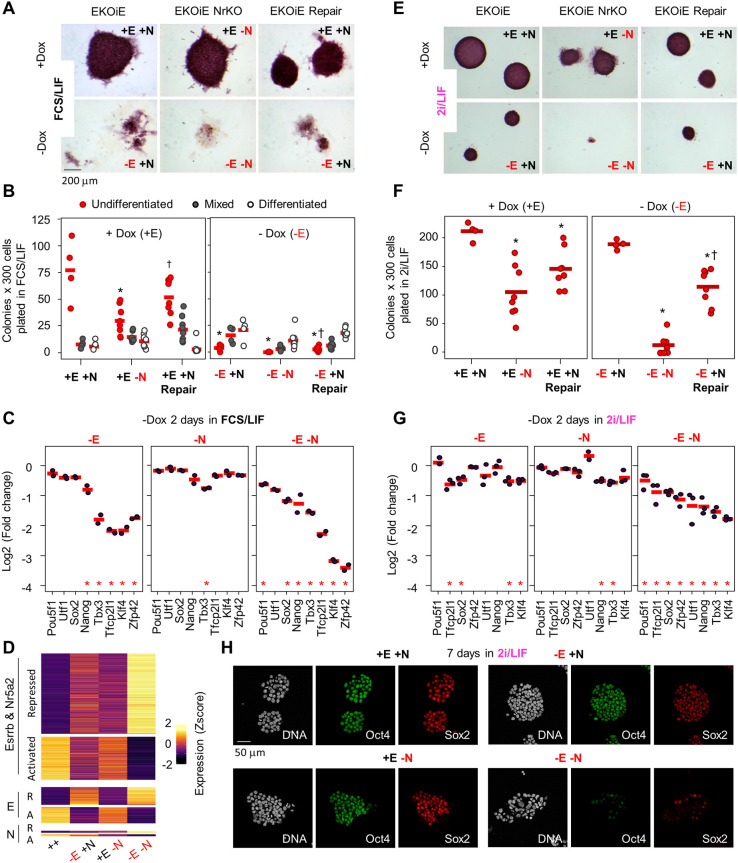
**Esrrb and Nr5a2 are essential for the self-renewal of ESCs and pluripotency gene expression.** (A) Alkaline phosphatase staining of colonies generated by the indicated ESC lines grown in FCS/LIF for 7 days after plating at clonal density. −E+N: loss of Esrrb; +E−N loss of Nr5a2; −E−N loss of both TFs. Representative of four independent experiments. (B) Quantification of the number of undifferentiated, mixed and differentiated colonies in the conditions described in A. Each circle represents an independent experiment (EKOiE *n*=4; other conditions *n*=8); the mean is marked by a red horizontal bar. Asterisks indicate P≤0.05 (Mann–Whitney) for the comparison of each condition to +E+N. Daggers indicate P≤0.05 (Mann–Whitney) for the comparison of +E−N to +E+N Repair or of −E−N to −E+N Repair. (C) RNA-seq fold change of pluripotency gene expression in EKOiE ESCs 2 days after withdrawal of doxycycline (−E; left), in EKOiE NrKO ESCs compared with EKOiE cells (−N; middle), and in EKOiE NrKO ESCs 2 days after withdrawal of doxycycline compared with EKOiE cells (−E−N; right). All cells were grown in FCS/LIF; each circle represents an independent experiment (*n*=2); the mean is marked by a red horizontal line. *FDR<0.01. (D) Heatmap showing the Z-score of transcripts per million (TPM) for genes identified as differentially expressed (absolute fold change >1.5; FDR<0.01) in the conditions indicated on the left; −E, −N and −E−N as in C. Cells were cultured in FCS/LIF. (E-G) Identical analyses to those described in A-C for cells cultured in 2i/LIF (in G, *n*=3). (H) Immunofluorescence showing Oct4 and Sox2 expression in EKOiE (top) and EKOiE NrKO (bottom) ESCs cultured in 2i/LIF in the presence (left) or absence (right) of doxycycline for 7 days. Note the virtually full depletion of Oct4 and Sox2 in the absence of both Esrrb and Nr5a2. Representative of two independent experiments.

The extensive binding overlap between Esrrb and Nr5a2, their additive effect on gene expression, and the severe phenotype of their deletion in FCS/LIF prompted us to explore the effect of the concomitant loss of function in 2i/LIF, where the invalidation of Esrrb is compatible with self-renewal. 

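Additivity in FCS/LIF was measured over the genes called in −E−N, by the slope of the −E−N log2 fold change on the sum of the −E and −N log2 fold changes, fitted through 0. The slope was 1.11 over 2934 genes, where 1 is the sum of the single changes, and 78.4% of the genes changed by more than that sum. The genes were selected for their change in −E−N, and the same +E+N libraries enter both axes. With 1 +E+N replicate for the single depletions and the other for −E−N, the slope was 1.01 on average (0.957 and 1.06 for the 2 ways of assigning the replicates). These slopes use log2 CPM differences, and noise of the replicate used for the single depletions enters the x axis alone. Such noise lowers a slope through 0, so this value does not show that shared libraries raised the slope. From same-numbered libraries on that scale it was 1.09 in replicate 1 and 1.06 in replicate 2. Without the filter on low counts the slope was also 1.01, and with the replicate number as a block it was 1.09. Between the −E and −N libraries of the same number, the correlation of the deviations was 0.111. A departure from additivity at a single gene was tested as the interaction of the loss of Esrrb with the loss of Nr5a2, at a false discovery rate under 0.01. The interaction was past this limit for 5 genes, all of them lower in −E−N than the sum of the single changes, and 1384 genes had an unadjusted p under 0.05. Of these, Enox1 and Chchd10 fall outside the rule by which genes were chosen for naming, and were named after their values were seen. Enox1 had an interaction of -1.64 on the log2 scale (standard error 0.113, adjusted p = 0.00274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Nr0b1 one of -2.72 and Zfp42 one of -1.33 (adjusted p = 0.00572 for each from the same test), and Jam2 and Chchd10 of -1.31 and -0.89. The number of interaction genes depended on the setting. It was 40 with the block (7 higher than the sum of the single changes, 33 lower), 63 with DESeq2 (9 and 54) and 242 without the filter (113 and 129), while limma on log2(TPM + 1) values gave 2 genes, both lower, which did not include any of these 5. The paper describes the effect on gene expression as additive and gives it as one of the reasons to examine the loss of both TFs in 2i/LIF.

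**Figure D1:**
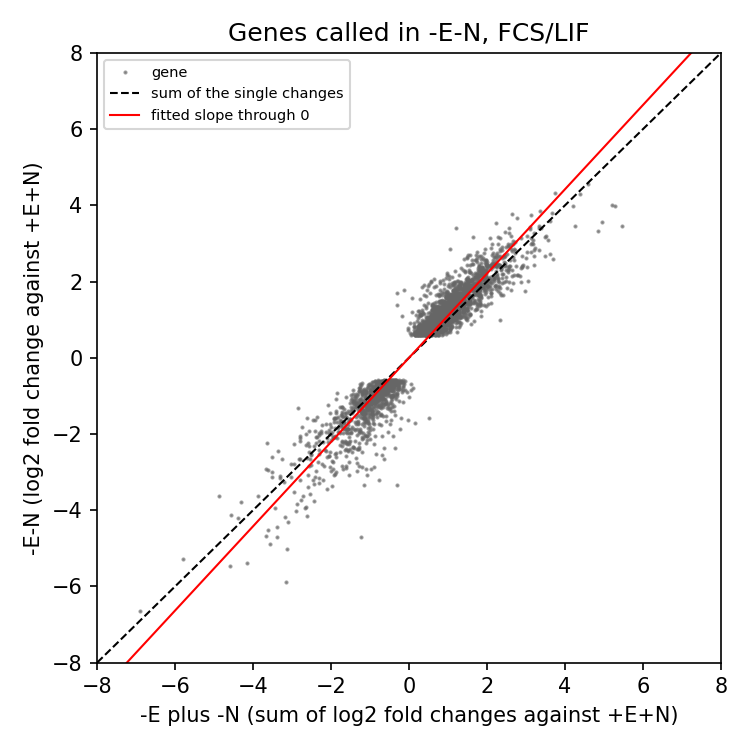
Each point is 1 of the 2934 genes called in −E−N in FCS/LIF, with the sum of its −E and −N log2 fold changes on the x axis and its −E−N log2 fold change on the y axis, each against +E+N. The dashed line marks the sum of the single changes and the red line the fitted slope through 0.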

In agreement with previous reports (Adachi et al., 2018; Atlasi et al., 2019), clonal plating of EKOiE cells evidenced the detrimental effects of suppressing Esrrb expression, while confirming a non-essential function (Martello et al., 2012) (Fig. 2E,F). 

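In 2i/LIF, a serum-free medium with 2 kinase inhibitors, the 4 states were measured by RNA-seq in 12 libraries, 3 replicates for each state, and the authors processed the reads as for FCS/LIF. The total of the estimated counts per library was between 27330885 and 32526534 in +E+N (median 28580441), between 27996686 and 29582174 in −E (median 28770449), between 26653035 and 28775857 in −N (median 27441556) and between 28191115 and 30685767 in −E−N (median 28982035). Replicates of a state differed by more than sampling noise, with a chi-square per degree of freedom between 5.48 and 28.3. The 14355 genes with at least 20 counts in all 3 replicates of at least 1 state were tested in a fit of these 12 libraries, with the limits used in FCS/LIF. For a single value in 3 libraries against 3, the smallest p of an exact permutation test is 0.1. Esrrb was at 569 ± 54.6 CPM (SD, n = 3) in +E+N, 414 ± 34.4 in −E, 482 ± 66.1 in −N and 145 ± 35.3 in −E−N. Its fall in −E was not past the limits (log2 fold change -0.46, standard error 0.158, adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while its fall in −E−N was (-1.97, standard error 0.164, adjusted p = 2.22e-06 from the same test). On log2(TPM + 1) values, the alternative that moved the change in −E most, it was -0.93 and was not past the limits with limma. The count of Esrrb in −E was between 10982 and 12347 in each library, against 16043 to 17355 in +E+N, so its direction was that of the label in every library. These values do not separate the transgene from transcript of the disrupted endogenous gene, and so do not measure the loss of functional Esrrb. The paper describes Esrrb binding in 2i/LIF as ablated 2 days after Dox withdrawal (Fig. 3B), from ChIP-seq that was not analysed here. Nr5a2, whose count includes transcript from the disrupted alleles, was at 69.9 ± 8.72 CPM in +E+N, 46.5 ± 5.26 in −E, 67.7 ± 7.89 in −N and 33.7 ± 12.4 in −E−N (SD, n = 3). With each library left out in turn, its log2 fold change in −N lay between -0.15 and 0.05.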

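Of the 8 pluripotency genes plotted for both media, 0 were called in −E in 2i/LIF at a false discovery rate under 0.01 and a fold change over 1.5, with 1 called when the adjustment was made over the 8 genes alone. In a fit with the replicate number as a block, 1 was called. Libraries of +E+N and −E with the same number deviated together, with a correlation of 0.350 over genes. Tfcp2l1 was lower in all 3 same-numbered pairs, at 490 ± 49.6 CPM in −E and 752 ± 36.8 in +E+N (SD, n = 3), a log2 fold change of -0.62 (standard error 0.134, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was past the limits with the block (adjusted p = 0.000843 from the same test) and with DESeq2 (adjusted p = 0.000316). Tbx3 had a log2 fold change of -0.52 (standard error 0.114, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Klf4 of -0.50 (standard error 0.144, adjusted p = 0.0614 from the same test) and Sox2 of -0.46 (standard error 0.138, adjusted p = 0.0736 from the same test). Each of these 3 genes was lower in all 3 pairs, and with the block their adjusted p from the same test was 0.000302, 0.000406 and 0.000216, with a fold change below 1.5. The mean log2 fold change of the 8 genes in −E was -0.31 ± 0.0209 (SD of the same-numbered differences, n = 3; exact permutation test, two-sided p = 0.1, the smallest possible). With each library left out in turn, the alternative that moved it most, it lay between -0.40 and -0.22. Fig. S3D plots 15 differentiation markers, of which 12 had enough counts to be tested in 2i/LIF. In −E, 0 of the 12 were called and 3 with the block, and the estimate was above 0 for all 12, between 0.01 and 3.07 on the log2 scale.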

In line with this, Esrrb depletion in 2i/LIF resulted in reduced expression of both auxiliary and core pluripotency genes – in particular *Klf4*, *Tbx3*, *Tfcp2l1* and *Sox2* – and in the mild upregulation of differentiation markers (Fig. 2G, Fig. S3D). Yet, expression of Oct4 was unaffected, and colonies of undifferentiated ESCs readily formed. Similarly, the loss of Nr5a2 had detrimental effects, reducing expression of pluripotency genes, the clonogenicity of ESCs and triggering spontaneous differentiation. 

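Pou5f1, the gene encoding Oct4, lies on chromosome 17 from 35506018 to 35510772 in mm10. It was at 1429.7 ± 199 CPM (SD, n = 3) in −E and 1324 ± 48.8 in +E+N in 2i/LIF, a difference smaller than the spread between the −E libraries. The log2 fold change was 0.11 (standard error 0.129, adjusted p = 0.685 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.497 from the same test with the replicate number as a block). It crossed 0 when libraries were left out in turn, lying between -0.01 and 0.18. Nanog and Zfp42 also stayed near their levels in +E+N, with log2 fold changes of -0.05 (adjusted p = 0.799 from the same test) and -0.06 (adjusted p = 0.822 from the same test). For Nanog the sign changed with the library left out, between -0.15 and 0.03.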

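After loss of Nr5a2 in 2i/LIF, 1 of the 8 pluripotency genes of Fig. 2G was called lower, with the adjustment over all tested genes and over the 8 genes alone. This was Tbx3, at 127 ± 13.9 CPM in −N and 190.2 ± 21.0 in +E+N (SD, n = 3), a log2 fold change of -0.59 (standard error 0.114, adjusted p = 0.00651 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its fold change lay close to the limit of 1.5, and with DESeq2 or with the replicate number as a block the log2 value of -0.58 was below it. With the block, 0 of the 8 genes were called, although its adjusted p from the same test was 6.93e-05. Deviations of +E+N and −N libraries of the same number had a correlation of 0.405. Nanog had a log2 fold change of -0.53 (standard error 0.0942, adjusted p = 0.00407 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is below the fold change limit. Klf4 was lower by an amount not past the test (log2 fold change -0.40, adjusted p = 0.101 from the same test). Nanog, Tbx3, Klf4, Sox2, Tfcp2l1, Zfp42 and Pou5f1 were lower in all 3 same-numbered pairs, and Utf1 was higher in all 3. The mean log2 fold change of the 8 genes was -0.23 ± 0.0538 (SD of the same-numbered differences, n = 3; exact permutation test, which does not use the replicate number, two-sided p = 0.3, where 0.1 is the smallest possible), and the 3 differences lay between -0.29 and -0.19. It lay between -0.32 and -0.11 with each library left out in turn. Of the 12 tested differentiation markers of Fig. S3D, 2 were called higher in −N, 3 with the adjustment over these genes alone, and 7 with the block. Cdx2 (ENSMUSG00000029646) had a log2 fold change of 2.49, not past the limits (adjusted p = 0.0149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The colonies were not analysed here.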

Nonetheless, it remained tolerated overall, as previously reported (Atlasi et al., 2019). In striking contrast, the concomitant depletion of both TFs completely abolished the capacity of ESCs to self-renew, paralleling the observations made in FCS/LIF. The few remaining colonies showed overt signs of morphological deterioration and included mostly differentiated cells. These effects were specific, as repair of one of the two disrupted Nr5a2 alleles rescued self-renewal (Fig. 2E,F). 

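In −E−N in 2i/LIF, 6 of the 8 pluripotency genes of Fig. 2G were called lower than in +E+N, and 7 with the replicate number as a block. For the block, the deviations of +E+N and −E−N libraries of the same number had a correlation of 0.240. Nanog fell from 899.7 ± 116 to 348 ± 18.6 CPM (SD, n = 3), a log2 fold change of -1.37 (standard error 0.0957, adjusted p = 5.61e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Klf4 fell from 111 ± 11.3 to 32.6 ± 3.50 CPM, a log2 fold change of -1.77 (standard error 0.149, adjusted p = 2.54e-06 from the same test). The log2 fold changes of Tbx3, Zfp42, Sox2 and Tfcp2l1 were -1.54, -1.12, -0.88 and -0.85, and each of these genes was lower in all 3 same-numbered pairs. Pou5f1 was below both limits, with a log2 fold change of -0.47 (adjusted p = 0.0110 from the same test). The mean over the 8 genes was -1.17 ± 0.213 against +E+N and -0.87 ± 0.201 against −E on the log2 scale (SD of the same-numbered differences, n = 3; exact permutation test, two-sided p = 0.1 for each, the smallest possible). With each library left out in turn, the mean against +E+N lay between -1.26 and -1.10. Among the 12 tested differentiation markers of Fig. S3D, 11 were called higher in −E−N, and all 12 with the block or with the adjustment over these genes alone, with log2 fold changes between 1.47 and 9.17. Cells with a repaired Nr5a2 allele were not analysed here.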

In accordance with this, gene expression analysis revealed the collapse of pluripotency genes and the upregulation of a panel of differentiation markers just 2 days after acute loss of Esrrb and Nr5a2, an effect that was also reversed after repair (Fig. 2G, Fig. S3D,E). This drastic phenotype was not exclusively observed after clonal plating. In the absence of Esrrb and Nr5a2, ESCs cultures rapidly deteriorated during regular passaging: evident morphological changes preceded a reduction in cell numbers, appearing after day 2 (Fig. S4A-C). In this context, defects in proliferation manifested only once the expression of pluripotency markers had dropped. Therefore, such effects can likely be attributed to differentiation. Immunofluorescence 7 days after Dox withdrawal, also confirmed the near-complete loss of Oct4, Sox2, Nanog and Klf4 in EKOiE NrKO ESCs (Fig. 2H, Fig. S4D). These results reveal a phenotype that is not predictable from the study of single knockouts because it is masked by the functional redundancy between the two orphan receptors. Altogether, we identify Esrrb and Nr5a2 as two arms of a single regulatory unit that is essential for maintenance of pluripotency.

### Loss of Esrrb and Nr5a2 triggers the collapse of the pluripotency network

The profound consequence of the loss of Esrrb and Nr5a2 prompted us to investigate in more detail how these TF conjunctly control pluripotency TF binding, as represented by Oct4, Sox2 and Nanog, in ESCs cultured in 2i/LIF (Table S4). In EKOiE cells grown in the presence of Dox, 77,840 regions were bound by either Esrrb or Nr5a2 (Fig. 3A, Fig. S5A). As expected, Esrrb binding was ablated 2 days after withdrawal of the drug (Fig. 3B). Interestingly, although the loss of Esrrb had a moderate impact on Nr5a2 binding, and the reciprocal effect was even milder (Fig. 3B,C, Fig. S5B), we observed that, in the absence of support by Esrrb, Nr5a2 occupancy levels correlate more directly to the presence of a strong cognate motif at target regions (Fig. S5C). Hence, even though Esrrb and Nr5a2 can bind DNA independently, Esrrb facilitates Nr5a2 occupancy at sites of low affinity, indicating cooperativity in binding.

**Fig. 3.**
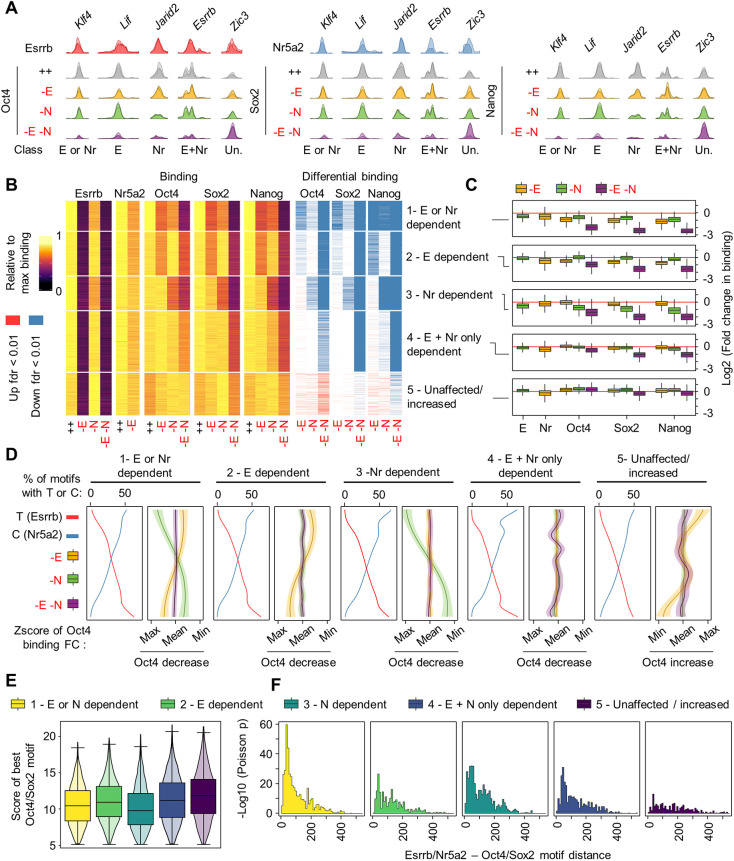
**Esrrb and Nr5a2 control binding of Oct4, Sox2 and Nanog at thousands of regulatory elements.** (A) ChIP-seq profiles of Esrrb, Nr5a2, Oct4, Sox2 and Nanog binding at enhancers in proximity of the indicated genes in EKOiE and EKOiE NrKO ESCs cultured in 2i/LIF with or without doxycycline for 2 days, showcasing elements differentially affected by the depletion of Esrrb (−E), Nr5a2 (−N), or both genes (−E−N). Only for Nr5a2 ChIP, an HA peptide was knocked-in in front of Nr5a2 in EKOiE ESCs. (B) Left: Heatmap showing normalised TF binding levels at regions called as bound by Oct4, Sox2 and Nanog conjunctly with Esrrb or Nr5a2 (for each TF, the condition displaying maximal binding is set to one) in EKOiE (HA-Nr5a2) or EKOiE NrKO ESCs cultured in the presence (++, −N) or absence of doxycycline (−E, −E−N, respectively). The five classes of regions were identified by K-means clustering of Oct4, Sox2 and Nanog occupancy. Right: Calls for significantly increased (red) or decreased (blue) binding of each TF at the same set of regions (FDR<0.05). (C) Box plot, presented as in Fig 1H, showing the fold change in TF binding at the classes of regulatory regions identified in Fig 3B, 2 days after depletion of Esrrb (−E), in the absence of Nr5a2 (−N), and after depleting Esrrb in the absence of Nr5a2 (−E−N). (D) Z-score of the fold change in Oct4 binding at different classes of regulatory regions, ordered the frequency of Esrrb/Nr5a2 motifs containing C versus T at the seventh position, in EKOiE ESCs and EKOiE NrKO ESCs 2 days after depletion of Esrrb and/or Nr5a2 (−E,−N,−E−N as in C). Shaded regions show ±1 standard deviation of the mean of the Gaussian process function. (E) Box plot, overlaid on a violin plot, showing the quality of the best Oct/Sox2 motifs at the different classes of regions identified in B. The box plot is presented as in Fig. 1H. The violin plot shaded areas shows the kernel density estimate of the data. (F) Statistical enrichment (−log10 Poisson *P*-value) of Oct4 motifs in function of the distance to Esrrb/Nr5a2 motifs at the regions identified in B. All pairs of motifs of quality higher than the median were considered.

Next, we assessed the overlap with other pluripotency TFs, and found that more than half of the regions bound conjunctly by Oct4, Sox2 and Nanog were also bound by Esrrb or Nr5a2, in line with the notion that the pluripotency gene regulatory network is extensively interconnected (Fig. S5A). Moreover, although Esrrb and Nr5a2 also bind regions not targeted by the ensemble of other TFs (Festuccia et al., 2016), maximal Esrrb, Nr5a2, Oct4, Sox2 and Nanog binding was observed at shared targets, suggesting a strong global cooperativity (Fig. S5D). Strikingly, we observed that, at these common regulatory nodes, the loss of Esrrb and Nr5a2 leads to a global reduction of TF occupancy (Fig. 3A-C, Fig. S5D,E). Although the reduced levels of Nanog and Sox2 protein 2 days after depletion may partially contribute to these effects, Oct4 remained robustly expressed (Fig. S5F). Moreover, the reduction of Oct4, Sox2 and Nanog binding was significantly stronger at Esrrb/Nr5a2-bound regions than at the ensemble of sites irrespective of Esrrb/Nr5a2 occupancy (Fig. S5D,E). Overall, 43%, 67% and 74% of co-bound regions displayed reduced Oct4, Sox2 and Nanog, respectively, after depletion of Esrrb and Nr5a2. These effects are substantially more severe than those observed after depletion of Nanog in FCS/LIF (Heurtier et al., 2019), and parallel in magnitude the consequence of the loss of Oct4, which reduces accessibility at 72% of its target enhancers (King and Klose, 2017). Importantly, the effects of inactivating Esrrb or Nr5a2 are particularly related. The regions affected by loss of either gene overlapped more extensively – in terms of absolute numbers and enrichment over the intersection expected by chance – than each set did to the group of elements responding to the depletion of Nanog (Fig. S5G,H). We conclude that Esrrb and Nr5a2 are conjunctly required to foster binding of Oct4, Sox2 and Nanog across thousands of shared target regions.

We then sought to dissect further the individual contributions of Esrrb and Nr5a2 to these effects, and identify affected and unaffected regulatory elements. Five major classes of regions were identified (Fig. 3B,C). In the first group, we observed a significant loss of pluripotency TF binding upon the loss of either Esrrb or Nr5a2, and increased effects upon the dual loss. In the second and third groups, all pluripotency factors lost binding in response to the loss of either Esrrb (group 2) or Nr5a2 (group 3), and showed a more pronounced response after their combined depletion. In the fourth and largest group, the single depletions of Esrrb or Nr5a2 were relatively inconsequential and a significant reduction in binding was observed only with the double depletion. Finally, in the fifth group, we found regions that show unaltered or increased levels of Oct4 and Sox2 upon loss of both Esrrb and Nr5a2. Motivated by previous results, we wondered whether these differential dependencies might be explained by the binding preference of the two orphan receptors. Indeed, when we ranked the regions according to the proportion of T/C motifs, we observed a qualitative correlation between this ratio and the magnitude of the effect of Esrrb or Nr5a2 depletion: at regions with more T than C motifs, the effect of Esrrb on Oct4 binding was more pronounced than average, and vice versa. Importantly, at regions with balanced motif prevalence the depletion of either factor led to similar, and average, consequences, as highlighted by the nearly perfectly aligned crossing points of the curves in Fig. 3D. Moreover, such correlations display specificity: for instance, a link between the presence of Nr5a2 motif variants and a reduction in Oct4 was observed only at regions classified as dependent on Nr5a2 alone (group 1 and 3), and exclusively in response to the depletion of this TF.

The fact that Oct4, Sox2 and Nanog occupancy relies on Esrrb and Nr5a2 at some regions, but not others, might also depend on the presence of strong or degenerate binding sites for these TFs, and their distance to those for the two orphan receptors. Indeed, at regions showing dependent TF binding (group 1-4), Oct4/Sox2 composite motifs were more degenerate and more markedly enriched in proximity of Esrrb/Nr5a2 (<100 bp), compared with independent regions (group 5) (Fig. 3E,F). Thus, at these loci, recruitment of Oct4 to weak binding sites might depend on the ability of the two orphan receptors to instate accessibility. Overall, the differential dependencies we observed appear to be linked to the ability of regulatory regions to recruit Esrrb and Nr5a2, and are likely mediated by local effects on the chromatin.

Our findings show that Esrrb and Nr5a2 operate conjunctly at target regulatory elements. Yet the two orphan receptors – as observed for other pluripotency TFs (Dunn et al., 2014) – might simply exert a generically concordant activity. Thus, we set out to identify signs of direct cooperativity between the two TFs. To this end, we identified 163 regions that harbour only one recognisable Esrrb/Nr5a2-binding site. First, we noticed that Esrrb and Nr5a2 reciprocally facilitate each other's access to these shared sites, thus confirming cooperativity in binding (Fig. S5I). Second, we observed that acting at the very same positions on DNA, Esrrb and Nr5a2 affect occupancy by other pluripotency TFs in a greater-than-additive manner (Fig. S5J). These results provide evidence of a direct functional cooperativity, which is distinct from the broad synergy between unrelated TFs.

We further explored the functional significance of the ability of Esrrb and Nr5a2 to affect specific regions. Loci where Esrrb and Nr5a2 facilitate TF binding (clusters 1 to 4) tend to be located close to known pluripotency regulatory elements, such as the enhancers of Klf4, Nanog, Esrrb, Sox2 and Oct4. Globally, these regions were enriched in proximity of genes associated with pluripotency, such as ‘response to LIF signalling’ (FDR<7.17e-7; all four clusters), ‘blastocyst formation’ (FDR=3.8e-4, 3.4e-12; clusters 2 and 4) or ‘stem cell population maintenance’ (FDR=6.2e-9, 1.9e-16; clusters 3 and 4). In contrast, cluster 5 was associated with genes linked to early epiblast differentiation, such as *Grhl3*, *Zic2/3/5* and *Fgf5*, and ‘neural development’ (FDR=1.3e-7). At these sites, Esrrb and Nr5a2 opposed binding of Oct4 and Sox2, which are also known to induce ESC differentiation when overexpressed (Niwa et al., 2000). These results indicate that Esrrb and Nr5a2, although displaying some specificity in function, tend to cooperate to maintain TF binding at the majority of the regulatory elements they occupy, except at regions where the master pluripotency TFs Oct4 and Sox2 are likely required to facilitate differentiation.

### Loss of pluripotency TF binding leads to major gene expression responses underlying the loss of self-renewal and the transition to early differentiation

Next, we sought to determine which genes are deregulated in response to the loss of Esrrb and Nr5a2 in ESCs cultured in 2i/LIF. RNA-seq in EKOiE and EKOiE NrKO before or 2 days after Dox withdrawal identified genes differentially expressed (FDR<0.01) after depletion of Nr5a2 (546 downregulated, 515 upregulated) or Esrrb (343 down, 228 up), and highlighted that the targets of the two factors are largely overlapping (Fig. 4A,B, Table S2). 

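At a false discovery rate under 0.01 and a fold change over 1.5, 524 of the 14355 genes tested in 2i/LIF were called in −N, 293 lower and 231 higher, and 223 in −E, 160 lower and 63 higher. Both counts depended on the processing. With the replicate number as a block, 1115 genes were called in −N (613 lower, 502 higher) and 596 in −E (354 lower, 242 higher), the settings that moved the counts most upwards. With each library of the compared states left out in turn they lay between 244 and 441 in −N and between 87 and 159 in −E. Libraries of the same number deviated from the means of their states together, with a correlation of 0.332 on average over the pairs of states. With DESeq2 without independent filtering, 860 genes were called in −N and 447 in −E. Called both in −E and in −N were 58 genes, of which 55 were also called in −E−N. Of the genes called in −N, 94.3% were also called in −E−N, 494 genes that all changed in the same direction. Of the genes called in −E, 84.3% were also called in −E−N, 188 genes of which 7 changed in the opposite direction. With the block, 90.9% of the genes called in −N and 81.4% of those called in −E were also called in −E−N. Over all tested genes, 18.6% were called in −E−N.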

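In 2i/LIF, 32 genes were called in −E alone and 27 in −N alone, while 133 were called in −E and −E−N but not −N, and 439 in −N and −E−N but not −E. With the replicate number as a block in the fit, these counts were 101, 91, 263 and 792, and −E and −N libraries of the same number deviated together with a correlation of 0.321. The difference between −E and −N was not tested. Among called genes with a mean of at least 100 counts that changed the same way in all 3 same-numbered pairs, Gm33027 (ENSMUSG00000108713) and Ldhb (ENSMUSG00000030246) fell most in −E. Ldhb fell from 102 ± 25.4 to 10.7 ± 2.14 CPM (SD, n = 3), a log2 fold change of -3.26 (standard error 0.209, adjusted p = 4.46e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Gm33027 had a log2 fold change of -3.54 (standard error 0.564, adjusted p = 0.00338 from the same test). Ccnd2 and Lefty1 rose most in −E, by 2.69 and 2.18 on the log2 scale. With 1 library left out, the adjusted p of Gm33027 reached 0.0162 and that of Ccnd2 0.0110 from the same test. In −N, Ddr2 (ENSMUSG00000026674) fell from 24.4 ± 5.05 to 0.752 ± 0.222 CPM (SD, n = 3), a log2 fold change of -5.02 (standard error 0.269, adjusted p = 6.78e-07 from the same test), and Rgs11 had one of -4.89. The largest rises in −N were those of H19 and Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816), 2 imprinted genes, and 7 of the 37 imprinted genes tested were called in −N, against 1.23 on average in lists of genes matched on expression. Igf2 rose from 0.784 ± 0.103 to 63.2 ± 8.98 CPM (SD, n = 3), a log2 fold change of 6.32 (standard error 0.234, adjusted p = 3.06e-08 from the same test). H19 rose from 1.54 ± 0.387 to 245 ± 18.6 CPM (SD, n = 3), a log2 fold change of 7.30 (standard error 0.354, adjusted p = 2.65e-07 from the same test).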

Nonetheless, uniquely responsive genes could also be identified. 

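In −E−N in 2i/LIF, 2672 genes were called against +E+N, 1372 lower and 1300 higher, of which 2045 were called in neither single depletion. The count was 2931 with DESeq2 and 3286 with the replicate number as a block, and lay between 2182 and 2497 with each library of the compared states left out in turn. The deviations of +E+N and −E−N libraries with the same number had a correlation of 0.240 over genes. Among called genes with a mean of at least 100 counts that changed the same way in all 3 same-numbered pairs, Khdc3 fell most, from 48.1 ± 2.05 to 0.114 ± 0.0423 CPM (SD, n = 3), a log2 fold change of -8.68 (standard error 0.399, adjusted p = 3.54e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Inhbb followed at -7.31 on the log2 scale (standard error 0.772, adjusted p = 1.40e-05 from the same test). H19 and Slc22a3 (ENSMUSG00000023828) rose most. The log2 fold change of H19, whose expression had also risen in −N, was 9.17 (standard error 0.371, adjusted p = 2.04e-08 from the same test). Slc22a3 had between 0 and 3 counts in each +E+N library and was at least 106-fold higher in −E−N.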

In line with the pronounced effect on TF binding, loss of both Esrrb and Nr5a2 affected a higher number of genes than the individual depletion of either factor (1662 downregulated, 1779 upregulated). 

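Of the genes called in −E−N in 2i/LIF, 2484 were not called in −E, and 2052 of these (82.6%) had a log2 fold change of the same sign in −E. Of the 2178 not called in −N, 2085 (95.7%) had the same sign in −N. With separate +E+N libraries for the single depletion and for −E−N, the shares were 80.0% for −E and 93.7% for −N, as means over the 6 ways of parting the 3 +E+N libraries. Among the fits of all 12 libraries, that with the replicate number as a block moved them most, to 78.8% and 93.3%. From the same-numbered libraries of 1 replicate at a time, the shares lay between 72.2% and 82.9% for −E and between 90.9% and 93.7% for −N. Same-numbered −E and −E−N libraries deviated together with a correlation of 0.332 over genes, and −N and −E−N libraries with one of 0.342. The slope of the −E−N log2 fold change on the sum of the single log2 fold changes, over genes selected for being called in −E−N, was 1.15, and 81.2% of these genes changed by more than the sum. With separate +E+N libraries it was 1.07, between 0.964 and 1.15 over the 6 ways. There the noise of the libraries used for the single depletions enters the sum alone, which lowers a slope by itself. Without the filter on low counts the slope was 1.05, and with the block 1.12.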

Of note, these transcripts showed less pronounced but concordant changes after individual depletions, confirming that Esrrb and Nr5a2 largely act in concert to control gene expression (Fig. 4A). We then measured the propensity of the five classes of regulatory regions we identified to be enriched in the vicinity of genes responding to Esrrb and Nr5a2 (Fig. 4C). We observed a very strong statistical enrichment of genes activated by the two orphan receptors around clusters 1-3, for which the dual loss of Esrrb and Nr5a2 leads to a strong decrease in Oct4, Sox2 and Nanog. Moreover, genes sensitive to Esrrb or Nr5a2 were also enriched in the vicinity of regions where either Esrrb or Nr5a2, respectively, are required for TF binding. We also observed that regions showing a looser dependency on Esrrb or Nr5a2 displayed lower statistical enrichment around responsive genes. Finally, we noticed that genes repressed by Esrrb and/or Nr5a2 were associated with regions where the two factors tend to oppose Oct4 and Sox2 occupancy. Altogether, this analysis suggests that Esrrb and Nr5a2 act more directly as activators than repressors, and that, to repress gene expression, both TFs often restrain Oct4/Sox2 binding.

**Fig. 4.**
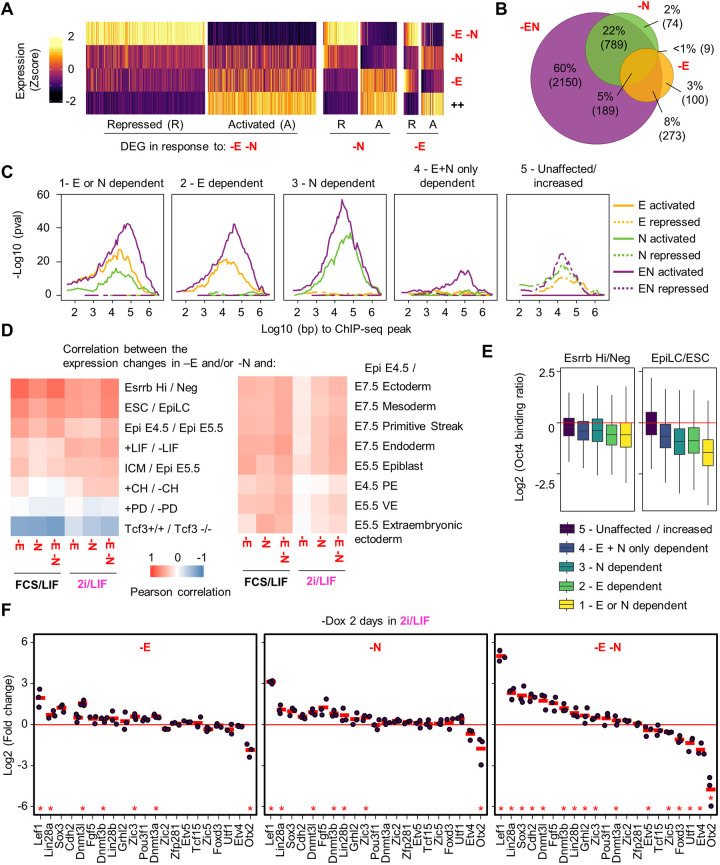
**Esrrb and Nr5a2 control gene expression to restrain differentiation and support naive pluripotency.** (A) Heatmap showing Z-score expression of genes significantly responding (FDR<0.01, absolute fold change>1.5) 2 days after depletion of Esrrb (−E), in the absence of Nr5a2 (−N), and after depleting Esrrb in the absence of Nr5a2 (−E−N), in cells cultured in 2i/LIF. Presented as in Fig. 2D. (B) Venn diagram showing the overlap between genes responding to the depletion of Esrrb (−E), Nr5a2 (−N) or both TFs (−E−N). (C) Statistical enrichment (−log10 hypergeometric right-tail *P*-value) of excess genes responsive to the depletion of Esrrb, Nr5a2, or both TFs as a function of the distance to the different classes of regions conjunctly bound by Esrrb, Oct4, Sox2 and Nanog identified in Fig. 3B. (D) Heatmap displaying the Pearson correlation coefficient between the fold change in gene expression observed in this study after depletion of Esrrb (−E), Nr5a2 (−N) or both TFs (−E−N), and between the indicated conditions in published reports (see Materials and Methods for details). (E) Box plot, presented as in Fig. 1H, showing the fold change in Oct4 binding between EsrrbHi and Esrrb^Negative^ ESCs (as reanalysed from Festuccia et al., 2018a), or between ESC and epiblast-like stem cells (EpiLC; Buecker et al., 2014), at the different classes of Esrrb- and Nr5a2-responsive elements identified in Fig. 3B. (F) RNA-seq fold change of gene expression 2 days after depletion of Esrrb (−E), in the absence of Nr5a2 (−N), and after depleting Esrrb in the absence of Nr5a2 (−E−N). All cells were grown in 2i/LIF; each circle represents an independent experiment (*n*=3); the mean is marked by a red horizontal line. *FDR<0.01.

We next explored the functional relevance of the gene expression changes mediated by Esrrb and Nr5a2. First, we observed that genes activated by Esrrb and Nr5a2 in 2i/LIF play a role in pluripotency regulation (‘response to LIF signalling’, FDR=1.2e-7) and in energetic and metabolic processes (e.g. ‘dicarboxylic acid metabolic process’, FDR=8.5e-5) (Table S3). Notably, when we compared the effect of the loss of Esrrb and Nr5a2 with the response to LIF stimulation in ESCs (Martello et al., 2013), we observed a correlated response (Fig. 4D, Pearson correlation coefficient 0.47). This prompted us to study more specifically the intersection of the activity of Esrrb/Nr5a2 with that of signalling pathways. In particular, both Esrrb and Nr5a2 have been suggested to act downstream of WNT (Martello et al., 2012; Wagner et al., 2010). We thus set out to compare the effects of the loss of Tcf3 (Yi et al., 2011), the main mediator of WNT activity in ESCs, and that of the two TFs. Genes induced or downregulated in *Tcf3*^−/−^ ESCs were respectively repressed or activated by Esrrb or Nr5a2 (Fig. 4D, Pearson correlation coefficient Esrrb: −0.24; Nr5a2: −0.41). Notably, the concomitant loss of both Esrrb and Nr5a2 resulted in a higher correlation (−0.51). These results suggest that Esrrb and Nr5a2 may act redundantly as mediators of the effects of WNT signalling in ESCs, possibly explaining why the individual deletion of either gene is tolerated in 2i/LIF.

Finally, we focused on genes upregulated after loss of both Esrrb and Nr5a2, and found that they are enriched for Gene Ontology terms linked to cell differentiation and developmental progression (e.g. ‘somitogenesis’ FDR=1.99e-5, ‘embryonic pattern specification’ FDR=5.16e-4; Table S3). In agreement with this, we observed highly concordant transcriptional changes after the depletion of Esrrb and Nr5a2, and during the early stages of ESC differentiation, both when occurring spontaneously in FCS/LIF (Festuccia et al., 2018a) and when directly driven from 2i/LIF towards epiblast-like stem cells (Buecker et al., 2014) (Fig. 4D, Pearson correlation coefficients 0.67, 0.64, respectively). This strongly indicates that Esrrb and Nr5a2 cooperate in restraining the exit from naïve pluripotency. Because early differentiation is accompanied by a reorganisation of Oct4 binding (Buecker et al., 2014; Festuccia et al., 2018a), we compared the changes in Oct4 occupancy observed after the loss of Esrrb and Nr5a2 with those previously reported. Regions showing increasing dependence on the two orphan receptors also displayed a progressively more severe reduction in Oct4 binding, either in differentiating cells or during the conversion to epiblast-like stem cells (Fig. 4E). Reciprocally, enhancers maintaining or gaining Oct4 after Esrrb and Nr5a2 depletion (Group 5) were less affected. These observations suggest that Esrrb and Nr5a2 downregulation, early in the progression of differentiation, may play a causal role in triggering the dismantling of naïve pluripotency, allowing the transition to a formative/primed state (Smith, 2017). 

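Of the 21 genes plotted in Fig. 4F, 20 had enough counts to be tested in 2i/LIF, and in −E−N 7 were called higher and 3 lower (7 and 4 with the replicate number as a block, and 7 and 3 with the adjustment over these genes alone). Lef1 (ENSMUSG00000027985, chromosome 3 from 131110471 to 131224356) rose from 0.730 ± 0.190 to 24.2 ± 2.87 CPM (SD, n = 3), a log2 fold change of 5.03 (standard error 0.303, adjusted p = 1.98e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also called in each single depletion, with log2 fold changes of 2.02 in −E (adjusted p = 0.00266 from the same test) and 3.16 in −N (adjusted p = 4.33e-05 from the same test). Lin28a (ENSMUSG00000050966) rose by 2.29 on the log2 scale (standard error 0.202, adjusted p = 3.48e-06 from the same test) and Lin28b by 0.85 (standard error 0.170, adjusted p = 0.00166 from the same test). Sox3, which was at 1.50 ± 0.728 CPM in +E+N and 6.10 ± 1.04 in −E−N (SD, n = 3), had a log2 fold change of 2.03 (standard error 0.472, adjusted p = 0.00432 from the same test). Among the Dnmt genes, Dnmt3l and Dnmt3b were called, with log2 fold changes of 1.79 and 1.23, and Dnmt3a was not (0.30, adjusted p = 0.0416 from the same test). Grhl2 rose by 0.62, which was not past the test (adjusted p = 0.0524 from the same test, 0.0158 with the block, and 0.0325 with DESeq2). All of these genes were higher in −E−N in all 3 same-numbered pairs. Fgf5 (ENSMUSG00000029337) had 1 count in each +E+N library and between 3 and 7 in each −E−N library, at least 1.64-fold higher, and was below the filter on low counts. Without that filter its log2 fold change was 2.16 (adjusted p = 0.124 from the same test). The published embryo data were not analysed here.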

In support of this, we detected the upregulation of *Lef1*, *Lin28*, *Fgf5*, Dnmt genes, *Sox3*, *Zic3* and *Grhl2* after the double depletion (Fig. 4F), and an overall correlation between the gene expression changes consequent to the loss of Esrrb/Nr5a2 and those occurring in the epiblast upon implantation (Fig. 4D, Pearson correlation coefficients: left panel Epi E4.5/Epi E5.5: 0.42, ICM/Epi E5.5: 0.36, from Boroviak et al., 2015; right panel Epi E4.5/Epi E5.5 0.36, from Argelaguet et al., 2019). Yet, as recently reported (Carbognin et al., 2020), Esrrb activity not only globally opposes, but also contributes to preparing the rewiring of the pluripotency network: Esrrb appears to license expression of specific regulators of formative/primed pluripotency. 

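Otx2 (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819) had between 39 and 58 counts in each +E+N library in 2i/LIF and between 0 and 2 in each −E−N library, at least 15.1-fold lower. Its log2 fold change in −E−N was -5.33 (standard error 0.653, adjusted p = 4.47e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the single depletions it had log2 fold changes of -1.82 in −E (adjusted p = 0.0312 from the same test) and -1.69 in −N (adjusted p = 0.0281 from the same test), lower in all 3 same-numbered pairs of each. The value in −E was past the limits with the replicate number as a block (adjusted p = 0.00951 from the same test), and that in −N with limma on log2(TPM + 1) values (adjusted p = 0.00721). Foxd3 (ENSMUSG00000067261) and Etv4 (ENSMUSG00000017724) were called lower in −E−N, with log2 fold changes of -1.05 (adjusted p = 0.00130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.79 (adjusted p = 3.45e-05 from the same test). Neither was called in a single depletion. The log2 fold change of Foxd3 was -0.04 in −E and 0.16 in −N, and its sign changed in each with the library left out. That of Etv4 was -0.09 in −E and -0.62 in −N, lower in all 3 same-numbered pairs of each. Utf1 varied between replicates, at 39.0 ± 13.9 CPM in +E+N and 15.2 ± 5.51 in −E−N (SD, n = 3). Its log2 fold change in −E−N was -1.36 (adjusted p = 0.0327 from the same test, and 0.000169 with the block), and in −E and −N it was -0.24 and 0.47. The interaction of the 2 losses was tested for each gene at a false discovery rate under 0.01. It was -1.82 on the log2 scale for Otx2 (adjusted p = 0.421 from the same test), -1.16 for Foxd3 (0.0722), -1.08 for Etv4 (0.106) and -1.59 for Utf1 (0.286). Foxd3 passed this limit with the block (adjusted p = 0.00334 from the same test) and with DESeq2 (0.00505), and Etv4 with DESeq2 (0.00894). On log2(TPM + 1) values the sign of the interaction of Otx2 was reversed, at 0.33. Over all genes, the interaction was past the limit for 44 genes in 2i/LIF, 30 lower and 14 higher than the sum of the single changes, and for 324 with the block. Of 100 labellings of the libraries within their replicate numbers, the real one included, 9 gave at least 44 genes, and in the others of these 9 the change of −E or −N itself entered the interaction.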

Crucially, also in this context Esrrb and Nr5a2 display clear synergy, as shown by the complete silencing of *Otx2*, and the downregulation of *Foxd3*, *Utf1* and *Etv4* following loss of either or, more pronouncedly, both TFs (Fig. 4F). Finally, the gene expression changes triggered by the loss of both nuclear receptors broadly correlated with those observed when comparing the E4.5 epiblast to cells of the three germ layers, at later embryonic stages (Fig. 4D, Pearson correlation coefficients: Epi E4.5/E7.5 Ectoderm 0.39, Epi E4.5/E7.5 Mesoderm 0.35, Epi E4.5/E7.5 Endoderm 0.42, from Argelaguet et al., 2019). Together with the upregulation of a broad panel of differentiation markers (Fig. 3D), these results indicate that the acute depletion of Esrrb and Nr5a2 eventually results in the differentiation towards multiple lineages.

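The differentiation markers of Fig. S3D cover several lineages. In FCS/LIF, 10 of the 15 were called higher in −E−N than in +E+N and 2 lower. Pax6 fell there, from 9.04 and 8.91 CPM in the +E+N libraries to 3.70 and 3.52 in the −E−N libraries. Its −E−N response in FCS/LIF minus that in 2i/LIF was -3.23 on the log2 scale (adjusted p = 6.40e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 2i/LIF, the markers of each kind that were tested were higher in −E−N than in +E+N in all 3 same-numbered pairs. Cdx2 rose from 1.42 ± 1.00 to 47.3 ± 6.49 CPM (SD, n = 3), a log2 fold change of 5.03 (standard error 0.580, adjusted p = 2.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Foxa2 (ENSMUSG00000037025) rose from 0.730 ± 0.223 to 6.39 ± 1.30 CPM (SD, n = 3), a log2 fold change of 3.12 (standard error 0.366, adjusted p = 3.19e-05 from the same test). Snai1 had a log2 fold change of 2.17, Pax6 of 1.94 and Gata3 of 1.47. Olig3 varied between 202 and 832 counts in the −E−N libraries and had a log2 fold change of 4.86 (standard error 0.662, adjusted p = 9.79e-05 from the same test). Meox1 had at most 1 count in each +E+N library and was at least 35.7-fold higher in −E−N. Sox17, with between 5 and 19 counts in the +E+N libraries and between 22 and 75 in the −E−N libraries, had a log2 fold change of 2.14 that was not past the limits (adjusted p = 0.0114 from the same test). It was past them with DESeq2 (adjusted p = 0.00460) and with the replicate number as a block (adjusted p = 0.000206 from the same test). From the correlations with the germ layers of the embryo, which were not analysed here, and from the rise of these markers, the paper states that these results indicate an eventual differentiation towards multiple lineages after acute depletion of both TFs.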

Overall, our analysis establishes that Esrrb and Nr5a2 are required to assist TF binding at most of the regions they occupy: in their absence, the pluripotency network and gene expression programme collapses. In addition, at a subset of developmental genes, Esrrb and Nr5a2 oppose Oct4 and Sox2 binding, possibly attenuating their differentiation-inducing effects. Through these two mechanisms, which are reminiscent of those observed for Nanog (Heurtier et al., 2019), Esrrb and Nr5a2 mediate the fundamental function of maintaining the expression of developmental triggers in check. These results therefore identify Esrrb and Nr5a2 as set of redundant but essential regulators of pluripotency.

## DISCUSSION

Our results identify a functional overlap between two members of the same family of orphan nuclear receptors, Esrrb and Nr5a2, in supporting pluripotency in mouse ESCs. Similar redundant functions have been described for another family of auxiliary pluripotency TFs, KLFs (Di Giammartino et al., 2019; Yamane et al., 2018). The individual deletion of Klf4, Klf2 and Klf5 is tolerated by ESCs, but not the concomitant loss of all three TFs. Although these results present analogies with our findings, experiments were not performed in conditions in which self-renewal is reinforced, as in 2i/LIF. It thus remains to be determined whether KLF factors are strictly required for the maintenance of the undifferentiated state. Intriguingly, not all member of the KLF family are able to support self-renewal, which is explained by variations in their DBD (Yamane et al., 2018). Of note, Nr5a2 and Esrrb are part of a group of orphan nuclear receptors that possess an extension of the DBD beyond the zinc-finger domain, which allows monomeric binding to DNA (Gearhart et al., 2003; Solomon et al., 2005). Consequently, this class of nuclear receptors recognises a common half-palindromic, extended, oestrogen response element. The ability to access similar binding sites at regulatory regions emerges therefore as a requirement for the functional redundancy between TFs.

Although Esrrb and Nr5a2 are able to recognise similar motifs, we report a preference for the presence of either T or C at the seventh base in their consensus binding sequences. Yet, this specificity is nuanced, as supported by biochemical data. First, footprinting experiments show that the seventh base of the motif does not mediate strong interactions with either nuclear receptor (Galarneau et al., 1996; Yang et al., 1996). In addition, Nr5a2 binds to both T or C motif variants in electrophoresis mobility shift assays (Chen et al., 2001; Hinshelwood et al., 2003). Finally, crystal structures are available for both Esrrb and Nr5a2 DBDs bound respectively to T or C containing motifs (Gearhart et al., 2003; Solomon et al., 2005; Weikum et al., 2016). In hNR5A2 and in hESRRB, E104 and K128, respectively, are responsible for establishing specific contacts with the seventh base: these residues are conserved in mouse and do not vary between Esrrb and Nr5a2. Thus, the binding preference of Esrrb and Nr5a2 does not result from a divergence in the residues directly contacting the discriminating base, but may depend on the global organisation of the DBDs, possibly justifying a relaxed specificity. Despite being mild, these preferences are of functional significance: regions in which one or the other motif variant is more represented respond preferentially to the depletion of the favoured TF.

Our data show that Esrrb and Nr5a2 can bind DNA independently, but cooperate to access their targets: in particular, the depletion of Esrrb attenuates Nr5a2 binding at many enhancers, including at regions where the two TFs recognise the same motifs. The reciprocal dependence is globally less prominent, which might be explained by the lower expression of Nr5a2. Of note, whereas the presence of an exact match to the Nr5a2 consensus is highly enriched at regions showing prevalent Nr5a2 binding, perfect Esrrb motifs preferentially appear in regions showing balanced occupancy by the two TFs. This may indicate that DNA binding by the less abundant Nr5a2 molecules is either driven by the presence of a strong motif, or facilitated by Esrrb occupancy. In support, in the absence of Esrrb, the quality of Nr5a2-binding sites becomes a better predictor of its occupancy levels. Irrespective of the magnitude of these reciprocal effects, the ability of Esrrb and Nr5a2 to cooperate at the very same locations has important implications. Taken together with the high structural similarity of the two TFs, it establishes that the functional overlap between Esrrb and Nr5a2 goes beyond, and is conceptually distinct from, the generically additive activity displayed by many pluripotency regulators (Dunn et al., 2014). Unrelated TFs access binding sites that are broadly distributed over regulatory regions, which leads to a variety of functional interactions that are dependent on the grammar of motifs present at these loci, and on effects mediated by the chromatin and recruited co-factors. Esrrb and Nr5a2 act instead at a common set of motifs, exerting a clearly concordant action.

Of further relevance to the mechanism mediating cooperativity between the two TFs, it is noteworthy that orphan nuclear receptors are able to bind DNA not only as monomers, but also as homodimers or heterodimers (Huppunen and Aarnisalo, 2004; Razzaque et al., 2004). Thus, in principle, Esrrb and Nr5a2 could access their targets in complex. Finally, at least two other classes of orphan receptors recognising extended half-sites – Nr1d1 and Nr1d2 (Rev-Erb alpha and beta) and Nr4a1 (NgfIb) (Harding and Lazar, 1993; Wilson et al., 1992) – are expressed in ESCs at levels comparable to Nr5a2. The interplay of these TFs, and Esrrb/Nr5a2 in supporting pluripotency deserves to be investigated in depth.

Our results, and the proposal that the function of highly related TFs should not be studied in isolation, question which TFs should be considered as ‘core’ regulators of pluripotency. Oct4 and Sox2 are prominent amongst other pluripotency TFs, in that they perform essential functions both during development and in ESCs (Avilion et al., 2003; Nichols et al., 1998). Another TF, Nanog, is required for epiblast specification (Mitsui et al., 2003; Silva et al., 2009), but is not essential in ESCs, where it fine-tunes rather than enables self-renewal (Chambers et al., 2003, 2007). Here, we show that Esrrb and Nr5a2 collectively play an essential role in ESCs. Although detrimental, the loss of either factor alone does not fully compromise the maintenance of pluripotency (Adachi et al., 2018; Atlasi et al., 2019; Festuccia et al., 2012; Fujii et al., 2015; Gu et al., 2005; Martello et al., 2012; Sladitschek and Neveu, 2019). In line with this, neither the loss of Esrrb, nor that of Nr5a2, results in developmental defects before implantation (Gu et al., 2005; Labelle-Dumais et al., 2006; Luo et al., 1997). Esrrb deletion leads to defective placental development, and developmental arrest around E9.5, whereas Nr5a2 ablation results in gastrulation defects, and a severe phenotype emerges between E6.5 and E7.5. In light of our results in ESCs, it will be now important to determine the effect of the concomitant loss of Esrrb and Nr5a2 during early development. A clear requirement for the establishment of pluripotency would elevate the two orphan receptors on equal terms with Oct4 and Sox2. Even then, whereas Esrrb and Nr5a2 are downregulated upon implantation, Oct4 and Sox2 continue to play an essential role in primed pluripotent cells (Brons et al., 2007; Mulas et al., 2018; Osorno et al., 2012; Tesar et al., 2007). Our results could thus call for a distinction between core naïve activities, and global regulators of pluripotency.

More directly, our results suggest a potential role for Esrrb and Nr5a2 in opposing the premature extinction of pluripotency in the naïve epiblast. Indeed, we show a global correlation between the changes in gene expression and TF binding triggered by the loss of Esrrb and Nr5a2 and those observed during the conversion between naïve and primed pluripotency, both in culture and during development. This confirms previous results highlighting how, during the early stages of ESC differentiation, the spontaneous downregulation of Esrrb instates a transcriptional state that displays analogies to primed pluripotency (Festuccia et al., 2018a). Importantly, extending previous reports (Carbognin et al., 2020), we find that Esrrb and Nr5a2 sustain expression of key primed pluripotency regulators, in particular Otx2, Foxd3 and Etv4. Although the activity of several of these factors have been proposed to play a determining role in rewiring the pluripotency network during the dismantling of naïve pluripotency (Buecker et al., 2014; Chen et al., 2018; Respuela et al., 2016; Yang et al., 2014), the global transcriptional changes we observe despite their attenuated expression suggest that the loss of naïve TFs, and thus of cooperative interactions, plays an equally determinant role in driving the transition between pluripotent states.

Our results contribute to the construction of a mechanistic framework that will further our understanding of how the mutual dependency between single components of the pluripotency network underlies both its robustness and its ability to respond to differentiation cues. Multiple mechanisms of cooperativity between pluripotency TFs have been documented that likely contribute to these functional interactions: from the binding of Oct4 and Sox2 to DNA as an heterodimer (Remenyi et al., 2003; Tapia et al., 2015; Yuan et al., 1995), to the recognition by different members of the same class of TFs of related sequences – as for KLFs (Yamane et al., 2018) or Esrrb/Nr5a2 – to more indirect interactions mediated by the chromatin. In particular, Oct4 or Nanog have been reported to instate accessibility at target enhancers to foster TF binding (Heurtier et al., 2019; King and Klose, 2017). It will be now important to determine how chromatin remodellers, in particular SWI/SNF and NuRD complexes, which interact with Esrrb in ESCs (van den Berg et al., 2010), mediate the molecular activities of Esrrb and Nr5a2. Indeed, the ability to reposition or displace nucleosomes might underlie part of the effects we observe. Short distances between Esrrb/Nr5a2 and Oct4/Sox2 motifs – within the range covered by a nucleosome - are prevalent at regions where the binding of other pluripotency factors is dependent on the two nuclear receptors. It remains to be understood in finer detail how the relative arrangement of TF-binding sites at these enhancers determines their functional responses.

Altogether, we report that Esrrb and Nr5a2 represent two arms of a single functional module that is at the top of the hierarchy of gene regulation in ESCs. This notion opens new research avenues in developmental and stem cell biology. In particular, the collective contribution of orphan nuclear receptors to the maintenance of pluripotency in human ESCs, especially in the less-characterised naïve state, needs further attention. By analogy to the functional overlap described between Esrra and Esrrg during somatic cell reprogramming and heart development (Dufour et al., 2007; Kida et al., 2015), it is tempting to speculate that different combinations of nuclear orphan receptors may play a conserved role in pluripotency and during mammalian embryogenesis.

## MATERIALS AND METHODS

### General culture conditions

ESCs were cultured on 0.1% gelatine (Sigma-Aldrich, G1890-100G) in DMEM+GlutaMax-I (Gibco, 31966-021), 10% FCS (Gibco, 10270-098), 100 μM 2-mercaptoethanol (Gibco, 31350-010), 1× MEM non-essential amino acids (Gibco, 1140-035) and 10 ng×ml^−1^ recombinant LIF (Miltenyi Biotec, 130-099-895). When indicated, cells were grown in 2i-containing medium (1 µM PD0325901 and 3 µM CHIR99021; Axon Medchem): 0.5× DMEM/F12 (Gibco, 31331093), 0.5×Neurobasal (Gibco, 21103049), 0.5% N2 supplement 100× (Gibco, 17502048), 1% B27 supplement 50× (Gibco, 17504044), 10 µg/ml insulin (Sigma-Aldrich, I1882-100MG), 2 mM L-glutamine (Invitrogen, 91139), 0.05% BSA (Sigma-Aldrich, A3311-10G), 100 μM 2-mercaptoethanol (Gibco, 31350-010), 10 ng/ml recombinant LIF (Miltenyi Biotec, 130-099-895).

### Derivation of EKOiE NrKO and EKOiE NrKO repair ESCs

The fourth exon of *Nr5a2* (Nr5a2-205), encoding the first portion of the DNA-binding domain, was disrupted in EKOiE ESCs (Festuccia et al., 2016). Two clones bearing deletions on both alleles were selected for further experiments (c2 and c4). In Clone 4 EKOiE NrKO ESCs, one of the two *Nr5a2* alleles was repaired using a template obtained by PCR from E14Tg2a genomic DNA. Further details on the derivation of EKOiE NrKO ESCs and of all other lines used in this study are detailed in the supplementary Materials and Methods.

### Immunofluorescence, live-cell imaging, and alkaline phosphatase staining

Cells were plated on Ibidi hitreat plates coated overnight with 0.01% poly-L-ornithine (Sigma-Aldrich, P4957) at 4°C, washed and coated for 2 h with 10 μg/ml laminin (Millipore, CC095) in PBS. Fixation was performed for 10 min in 1% formaldehyde (Thermo Scientific, 28908) at room temperature (RT). After washing the cells twice in PBS, they were permeabilised with 0.1% v/v Triton X-100 in PBS (PBSTx) supplemented with 3% donkey serum (Sigma-Aldrich, D9663) for 30 min at RT. Primary antibodies (diluted in PBSTx with 3% donkey serum) were applied for 2 h at RT or overnight at 4°C in a volume of 1 ml per dish. After three washes in PBSTx, secondary antibodies (2 μg/ml in PBSTx with 3% donkey serum) were applied for 2h at RT. Cells were washed three times in PBSTx, nuclei counterstained with 4',6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich, D9542), and imaged with an inverted Leica SP8 confocal microscope using a 40× oil immersion objective. Acquisition was performed using the LASX acquisition software suite. Primary antibodies used were: 0.3 μg/ml anti-Nanog rabbit polyclonal (Cosmo Bio, REC-RCAB001P); 0.4 μg/ml anti-Oct4 mouse monoclonal - clone C10 (Santa Cruz Biotechnology, sc-5279), for staining in combination with anti-Sox2; 1 µg/ml anti-Oct4 rabbit polyclonal (Abcam, ab19857), for staining in combination with anti-Flag; 1:500 anti-Sox2 rabbit polyclonal (Active Motif, 39843); 1 µg/ml anti-Klf4 goat polyclonal (R&D Systems, AF3158); 1 μg/ml anti-Flag mouse monoclonal (Sigma-Aldrich, F3165). Secondary antibodies used were: Alexa Fluor 594 AffiniPure Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, 711-585-152); Alexa Fluor 488 AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, 715-545-150); Alexa Fluor 647 AffiniPure Donkey Anti-Goat IgG (H+L) (Jackson ImmunoResearch, 705-605-147).

For live-cell imaging, Nr5a2-GFP+Esrrb-mCherry ESCs grown in FCS/LIF or 2i/LIF in Ibidi plates, as described above, were incubated with 500 nM Hoechst-33342 for 20 min before imaging. During imaging, the cells were kept at 37°C in a humidified atmosphere (7% CO_2_). Images on single focal planes were acquired with a 63× oil immersion objective on an inverted LSM800 confocal Zeiss microscope, using the ZEN Blue acquisition software suite.

For alkaline phosphatase staining, 300 EKOiE, EKOiE Nr5a2 KO (c2 and c4), and EKOiE Nr5a2 KO Repair ESCs (c4.2 and c16.1) were plated in single wells of 6-well plates coated overnight with 0.01% poly-L-ornithine (Sigma-Aldrich,P4957) at 4°C, washed and coated for 2 h with 10 μg/ml laminin (Millipore, CC095) in PBS. After culture in FCS/LIF or 2i/LIF media in the presence or absence of 1 μg/ml doxycycline (Sigma-Aldrich, I5148) for 7 days, cells were fixed and stained using an alkaline phosphatase staining kit (Sigma-Aldrich, 86R-1KT) according to the manufacturer's instructions. Representative images of alkaline phosphatase-stained colonies formed by EKOiE, EKOiE Nr5a2 KO and EKOiE Nr5a2 KO repair ESCs were acquired using a Zeiss Discovery V8 Stereo microscope, and the ZEN blue software suite.

### Growth curves

0.75×10^6^ EKOiE or EKOiE Nr5a2 KO ESCs were plated in single wells of 6-well plates and passaged every 2 days in the absence or presence of doxycycline, replating each time 0.75×10^6^ cells. At each passage, cells were set aside for RNA extraction.

### Flow cytometry

E14Tg2a, Esrrb-T2a-GFP or Nr5a2-T2a-GFP ESCs were plated at low density (2000 cells/cm^2^) in FCS/LIF medium and cultured for 3 days before analysis. After trypsinisation, cells were resuspended in FCS/LIF without Phenol Red, and analysed using a LSR II flow cytometer system or a Luminex Image Stream MK2 instrument with a 60× magnification objective. Data were analysed using the FlowJo software suite.

### Chromatin immunoprecipitation (ChIP)

TF binding was assessed in E14Tg2a Flag-Nr5a2 ESCs cultured in FCS/LIF, and EKOiE, EKOiE NrKO or EKOiE HA-AID-Nr5a2 ESCs cultured in 2i/LIF. Approximately 10^7^ ESCs were crosslinked in 2 ml of PBS-DSG 2 mM (Sigma-Aldrich, 80424-5mg) for 50 min at followed by 10 min in 1% formaldehyde PBS (Thermo Scientific, 28908). Chromatin preparation, immunoprecipitations and library preparations are described in the supplementary Materials and Methods. Antibodies: anti-Esrrb mouse monoclonal (1 µg per 2×10^6^cells, Perseus Proteomics, H6-705-00), anti-Nanog rabbit polyclonal (0.6 μg per 2×10^6^cells, Cosmobio, REC-RCAB001P); anti-Oct4 rabbit polyclonal (1 μg per 2×10^6^cells, Abcam, ab19857); anti-Sox2 rabbit polyclonal (1 μl per 2×10^6^cells – concentration not specified, Active Motif,39844); anti-Flag mouse monoclonal (1 μg per 2×10^6^cells Sigma-Aldrich, F3165); anti-HA mouse monoclonal (1 μg per 2×10^6^cells, clone 12CA5 – Roche, 11 583 816 001).

### Gene expression analysis by RNA-seq

2×10^5^ EKOiE or EKOiE NrKO ESCs were cultured in wells of 6-well plates with/without 1 µg/ml doxycycline (Sigma-Aldrich, I5148) for 2 days before RNA extraction with 500 μl TRIzol (Thermo Fisher, 15596026) according to the manufacturer's instructions. To eliminate any genomic DNA contamination, this was followed by an additional DNAse I treatment (Qiagen, 79254) for 20 min at 37°C followed by phenol:chloroform purification. RNAs were resuspended in Ultrapure DNAse/RNase Free Distilled Water (Fisher Scientific, 10977035). Stranded, poly-A selected RNA-seq libraries were prepared and sequenced (paired-end 150bp reads) by Novogene.

### Gene expression analysis by RT-qPCR

RNA was prepared with a Nucleospin RNA kit, performing DNAse I treatment (Macherey-Nagel, 740955.50). One microgram of RNA was used for cDNA preparation using a Transcriptor First Strand cDNA synthesis kit (Roche, 04897030001), using random hexamer priming. Real-time RT-PCR reactions were performed in triplicate in 384-well plates with a 480 LightCycler (Roche) using the LightCycler 480 SYBR Green I Master mix (Roche, 04887352001. PCR primer sequences and full details are given in the supplementary Materials and Methods.

### Western blot

10^6^ cells were lysed in 100 µl RIPA buffer with 1× protease inhibitor cocktail (Roche, 04693116001) and incubated for 2 h with 2500 U/ml benzonase (Sigma-Aldrich, E1014) at 4°C. Samples were boiled in Laemmli Buffer (Bio-Rad, 161-0737), and 20 µl of each sample was loaded onto 10% Mini-PROTEAN TGX gels (Bio-Rad, 4568033) run in glycine/SDS buffer and transferred onto a nitrocellulose membrane (Amersham, 10600003), which was blocked, and incubated overnight with primary antibodies in PBSTw (0.1% Tween-20 in PBS) with 5% BSA, washed and incubated with secondary antibodies. Membranes were then washed in PBSTw and, where relevant, incubated with PIERCE ECL2 Western Blotting Substrate (Thermo Scientific, 80196) before detection. A list of primary and secondary antibodies used, and a detailed description of the method is available in the supplementary Materials and Methods.

### Computational methods

Full details on the computational methods used in this study are available in the supplementary Materials and Methods.

#### ChIP-seq

ChIP-seq was performed in triplicate, except for duplicate Nr5a2 binding profiles in 2i/LIF. Paired-end reads were trimmed, aligned with Bowtie2 (Langmead and Salzberg, 2012) to the mm10 genome, filtered for ‘single discovered’ and edit distance <4. Duplicate reads were collapsed. Peaks were called against inputs using MACS2 (Feng et al., 2012) and intersection with the mm10 blacklist (Encode_Project_Consortium, 2012) excluded. For defining Nr5a2- or Esrrb-bound regions in FCS/LIF, we required that a peak must be called in all three replicates for either Esrrb or Nr5a2. In 2i/LIF, for each TF we required that a peak must be called in all replicates of a given condition, with the exception of Nr5a2 (one out of two replicates). We then merged the peaks of each TF analysed in FCS/L or 2i/L, respectively, to obtain regions were multiple TF bind. To determine the number of clusters to use, we relied on the enrichment of differentially expressed genes in proximity of ChIP-seq peaks, and found that k=5 was the first k at which enrichment was robust. Differential binding analysis was performed using DESeq2 (Love et al., 2014). Gene Ontology analyses were made with GREAT using standard parameters. *De novo* motif discovery on Esrrb/Nr5a2-bound regions in FCS/L used the Regulatory Sequence Analysis Tools (RSAT) with standard parameters (rsat.sb-roscoff.fr) (Nguyen et al., 2018). To locate motifs preferentially bound by Esrrb and Nr5a2, two PFM matrixes were created to reflect a perfect match to the consensus sequence TCAAGGTCA or TCAAGGCCA, and motifs including 0 or 1 mismatches identified with the TFBSTools R package (Tan and Lenhard, 2016). Alternatively, a motif corresponding to the Jaspar Nr5a2 motif MA0505.1 was trimmed to the consensus TCAAGG**X**CA, leaving complete freedom at the seventh base (bold and underlined). Motif occurrences were identified and the frequency of T or C at the seventh base determined. To calculate enrichments of Oct/Sox motifs (MA0142.1) at a given distance from Esrrb/Nr5a2 motifs, we took all motifs with a score greater than the median and calculated the absolute distance between all pairs of Esrrb and Oct4/Sox2 motifs over the regions. We then compared the observations to a randomised background to derive a Poisson *P*-value for the observed number of pairs at each distance.

#### RNA-seq

RNA-seq in FCS/L was performed in duplicate; RNA-seq in 2i/L in triplicate. Stranded paired end RNA-seq reads were aligned to the mm10 genome using STAR (Dobin et al., 2013) and quantified by RSEM (Li and Dewey, 2011) using the RSEM-STAR pipeline, with additional options ‘--seed 1618 --calc-pme --calc-ci --estimate-rspd --paired-end’. RSEM estimated read counts per sample were rounded for use with DESeq2 (Love et al., 2014). Genes with at least 20 raw counts in all replicates of at least one condition were considered for differential expression analysis. For all differential expression tests, DESeq2 was run without independent filtering; genes considered with absolute FC>1.5 and FDR<0.01 were considered as differentially expressed. Gene Ontology analyses were carried out in PANTHER (geneontology.org) with standard parameters. To determine enrichments of each group of differentially expressed genes in proximity to the ChIP-seq clusters, we calculated hypergeometic right tail *P*-values for the association between differentially expressed genes within *x* bp of a ChIP-seq peak belonging to a cluster, compared with a background of all genes within *x* bp of a cluster peak, for *x* in [1, 1e+6] bp, using the Julia package ProximityEnrichment.jl (https://github.com/owensnick/ProximityEnrichment.jl). Data visualisation was made in R using ggplot2 (Wickham, 2016) and ComplexHeatmaps (Gu et al., 2016b) packages.

#### Comparisons with published datasets

Oct4 ChIP-seq datasets from Buecker et al. (2014) and Festuccia et al. (2018a) were obtained through the European Nucleotide Archive database and aligned with Bowtie2 (Langmead and Salzberg, 2012) to the mm10 genome, with default options. Coverage in the classes of Esrrb/Nr5a2-dependent or -independent regulatory regions identified in this study was quantified in each external dataset using the R packages bamsignals (Mammana and Helmuth, 2021), Rsamtools (Morgan et al., 2021) and GenomicRanges (Lawrence et al., 2009). Processed data for RNA-seq correlations were obtained from supplementary tables available in the previously published studies (Argelaguet et al., 2019; Boroviak et al., 2015; Buecker et al., 2014; Dunn et al., 2019; Festuccia et al., 2018a; Martello et al., 2013; Ye et al., 2013; Yi et al., 2011). Focusing on differentially expressed genes, Pearson correlation coefficients were then calculated based on the fold changes in expression of each gene in the external datasets, compared with the fold change in expression observed after depletion of Esrrb, Nr5a2 or both Esrrb and Nr5a2 in FCS/LIF or 2i/LIF. Heatmaps displaying the correlation between datasets were generated using the ComplexHeatmap R package (Gu et al., 2016b). Processed data for RNA-seq analysis of Esrrb and Nr5a2 relative levels of expression was obtained from supplementary tables available in the previously published studies (Atlasi et al., 2019; Buecker et al., 2014; Cruz-Molina et al., 2017; Dunn et al., 2019; Ficz et al., 2013; Gu et al., 2016a; Hsu et al., 2019; von Meyenn et al., 2016). Processed single cell RNA-seq (Kolodziejczyk et al., 2015) was obtained from the ESpresso database (https://espresso.teichlab.sanger.ac.uk/), and data plotted with the FlowJo software suite. Data from Buecker et al. (2014), Festuccia et al. (2018a) and Heurtier et al. (2019) are available in Gene Expression Omnibus (GEO) under accession numbers GSE118898, GSE118907 and GSE56138, respectively.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: The combined action of Esrrb and Nr5a2 is essential for murine naïve pluripotency
**Source:** Development. 2021 Sep 10;148(17):dev199604. doi: 10.1242/dev.199604
**Supplement:** Supplementary information

**EKOie ESCs**

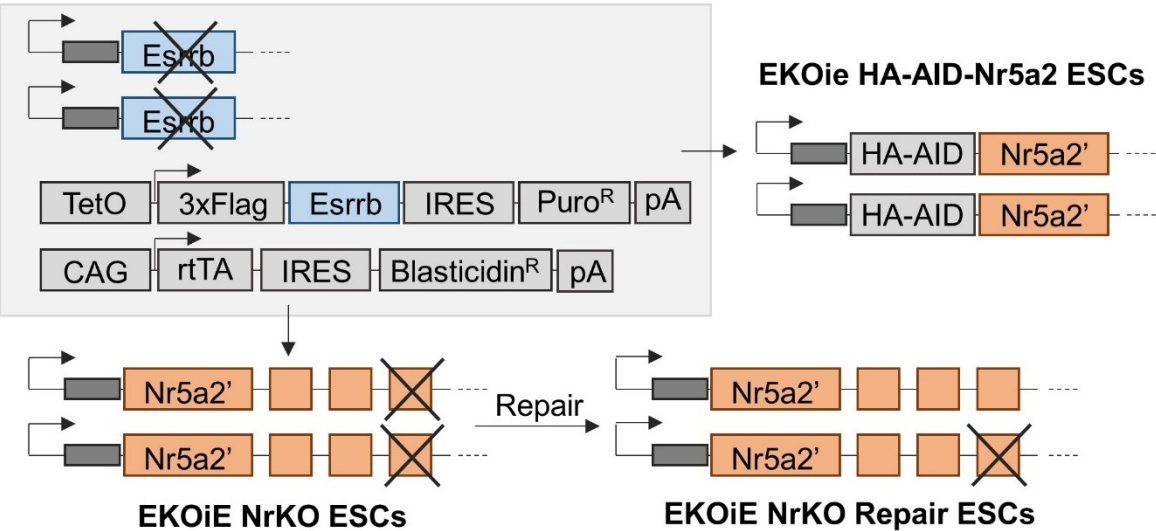

**E14Tg2a FLAG-Nr5a2 ESCs**

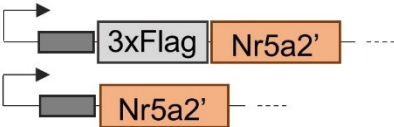

**E14Tg2a Nr5a2-GFP + Esrrb-mCherry ESCs**

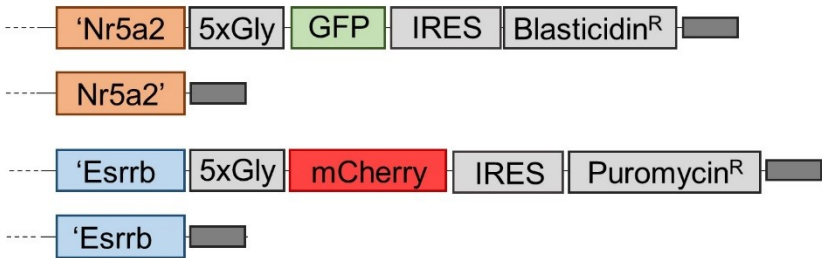

**E14Tg2a Nr5a2-T2a-GFP ESCs**

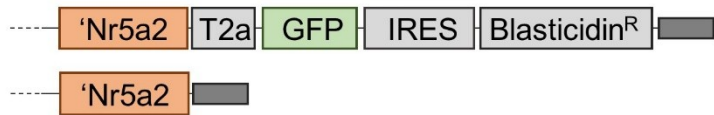

**E14Tg2a Esrrb-T2a-GFP ESCs**

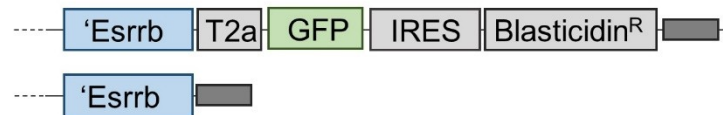

Figure S1

**Fig. S1. Cell lines used in this study.**

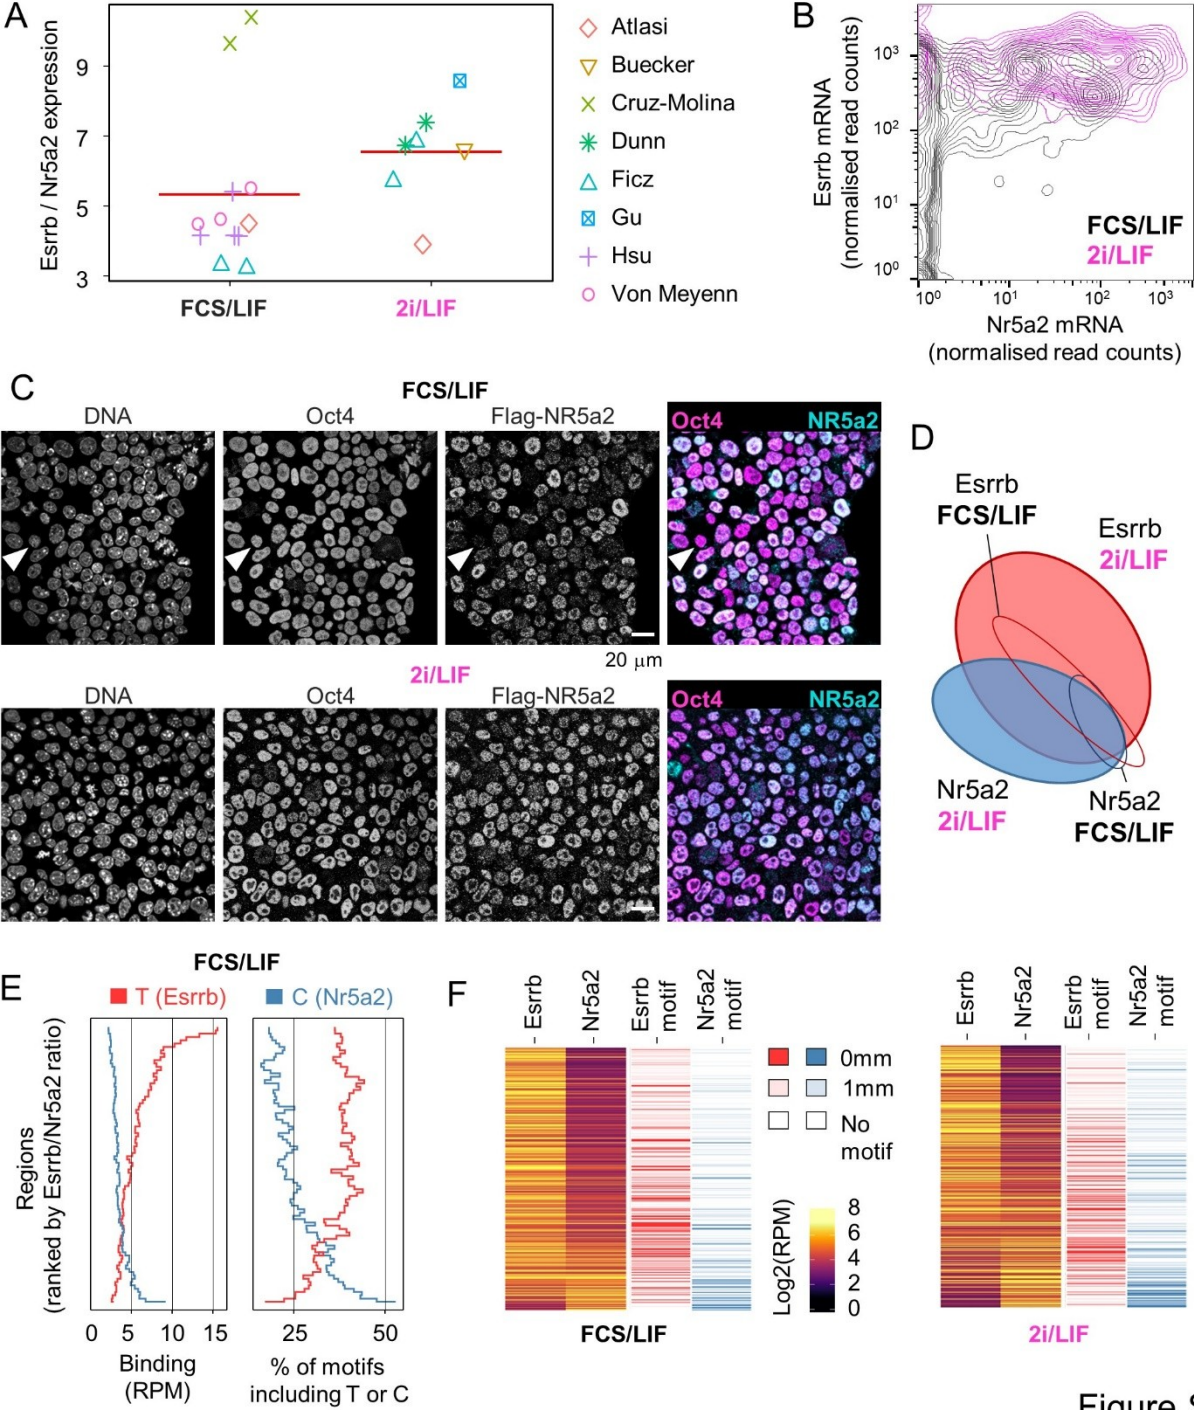

Figure S2

**Fig. S2. Additional information on Esrrb and Nr5a2 expression and binding.**

**(A)** Plot indicating the ratio between Esrrb and Nr5a2 gene expression levels in RNA-seq datasets from the indicated studies (See methods for details). Each dot represents an independent experiment (FCS/LIF  $n=12$ , 2i/LIF  $n=7$ ), the red bars indicate the mean of values in each condition (FCS/LIF or 2i/LIF). **(B)** Density plot showing the distribution of Esrrb and Nr5a2 mRNA levels (normalized read counts) detected in single ESC cells cultured in FCS/LIF or 2i/LIF (data from Kolodziejczyk et al. Cell Stem Cell, 2015). **(C)** Confocal microscopy images showing Oct4 and Nr5a2 expression detected by immunofluorescence in FLAG-Nr5a2 ESC cultured in FCS/LIF or 2i/LIF. Note that Nr5a2 negative cells are prevalently observed in FCS/LIF (white arrowheads). Representative of 2 independent experiments. **(D)** Venn diagram showing the overlap between regions bound by either Esrrb or Nr5a2 in FCS/LIF and 2i/LIF. **(E)** Frequency of motifs including T or C at the 7<sup>th</sup> position (right) at target regions in FCS/LIF ordered by decreasing Esrrb/Nr5a2 ratio (left, reads Per Million – RPM). **(F)** Heatmaps presenting Esrrb and Nr5a2 occupancy (Reads Per Ten Million – RPM) at target regions ordered by decreasing Esrrb/Nr5a2 ratio (left of each panel) in FCS/LIF or 2i/LIF, along with the occurrence of the Esrrb or Nr5a2 motif as a function of the number of mismatches (mm; right of each panel).

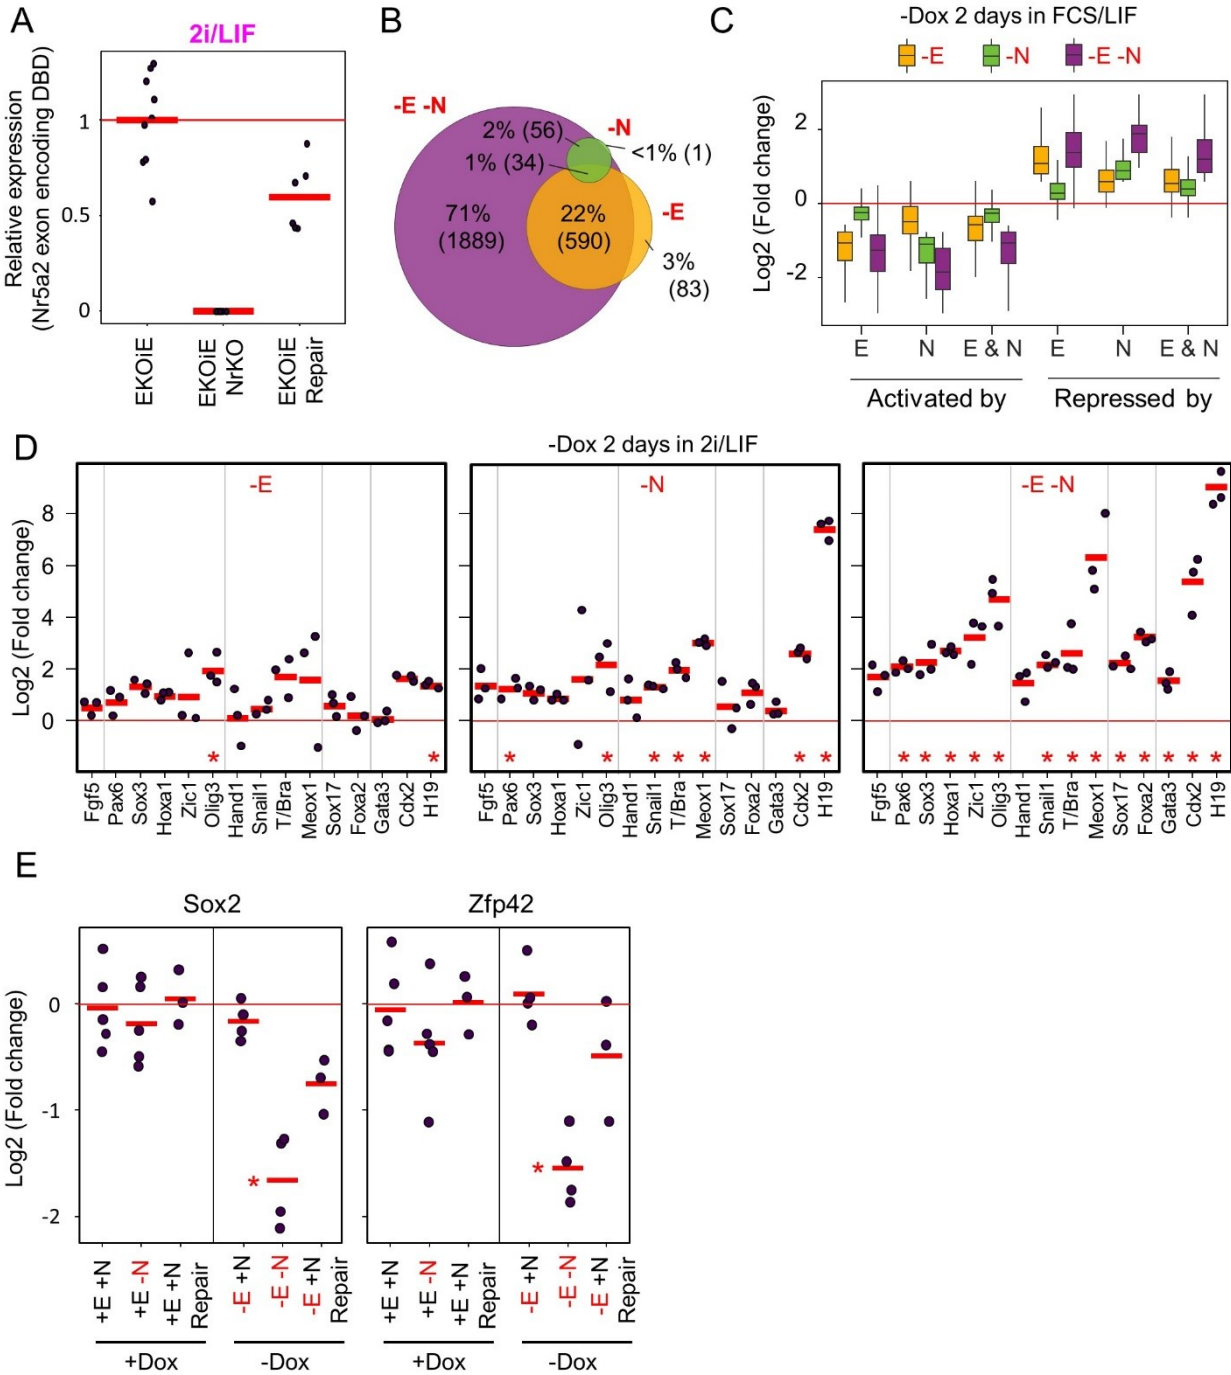

Figure S3

**Fig. S3. Additional information on the effect of the depletion of Esrrb and/or Nr5a2 on gene expression.** **(A)** Relative Nr5a2 expression determined by qPCR using primers annealing to the targeted exon encoding for the DNA binding domain, in EKOiE, EKOiE NrKO ESCs and EKOiE NrKO Repair ESCs cultured in 2i/LIF. Each dot represents an independent experiment (n=9, 9, 6 respectively), the mean is marked by a red horizontal line. **(B)** Venn diagram showing the overlap between genes differentially expressed 2 days after the depletion of Esrrb (-E), in the absence of Nr5a2 (-N), or after depletion of Esrrb in the absence of Nr5a2 (-E-N). **(C)** Boxplot showing the fold change of gene expression of Esrrb, Nr5a2 and Esrrb & Nr5a2 responsive genes two days after inducing the loss of Esrrb, Nr5a2, or both TFs (-E, -N, -E-N as in Fig S3B). The central lines correspond to the median, boxes span from the first to the third quartiles, and whiskers extend to the furthest data point within 1.5xIQR from the boxes. All cells were grown in FCS/LIF. **(D)** RNA-seq fold change of gene expression two days after inducing the loss of Esrrb, Nr5a2, or both TFs (-E, -N, -E-N as in Fig S3B). All cells were grown in 2i/LIF; each dot represents an independent experiment (n=3), the mean is marked by a red horizontal line. \* FDR  $\leq$  0.01. **(E)** Fold change of gene expression determined by qPCR in EKOiE, EKOiE NrKO ESCs and EKOiE NrKO Repair ESCs before (+E+N, +E-N, +E+N repair) or 2 days after (-E+N, -E-N, -E+N repair) withdrawal of doxycycline. All cells were grown in 2i/LIF; each dot represents an independent experiment (n=5,5,3,4,4,3 respectively), the mean is marked by a red horizontal line. \* Student's T-test  $\leq$  0.01 (One-tailed, assuming equal variance, testing each condition against +E+N).

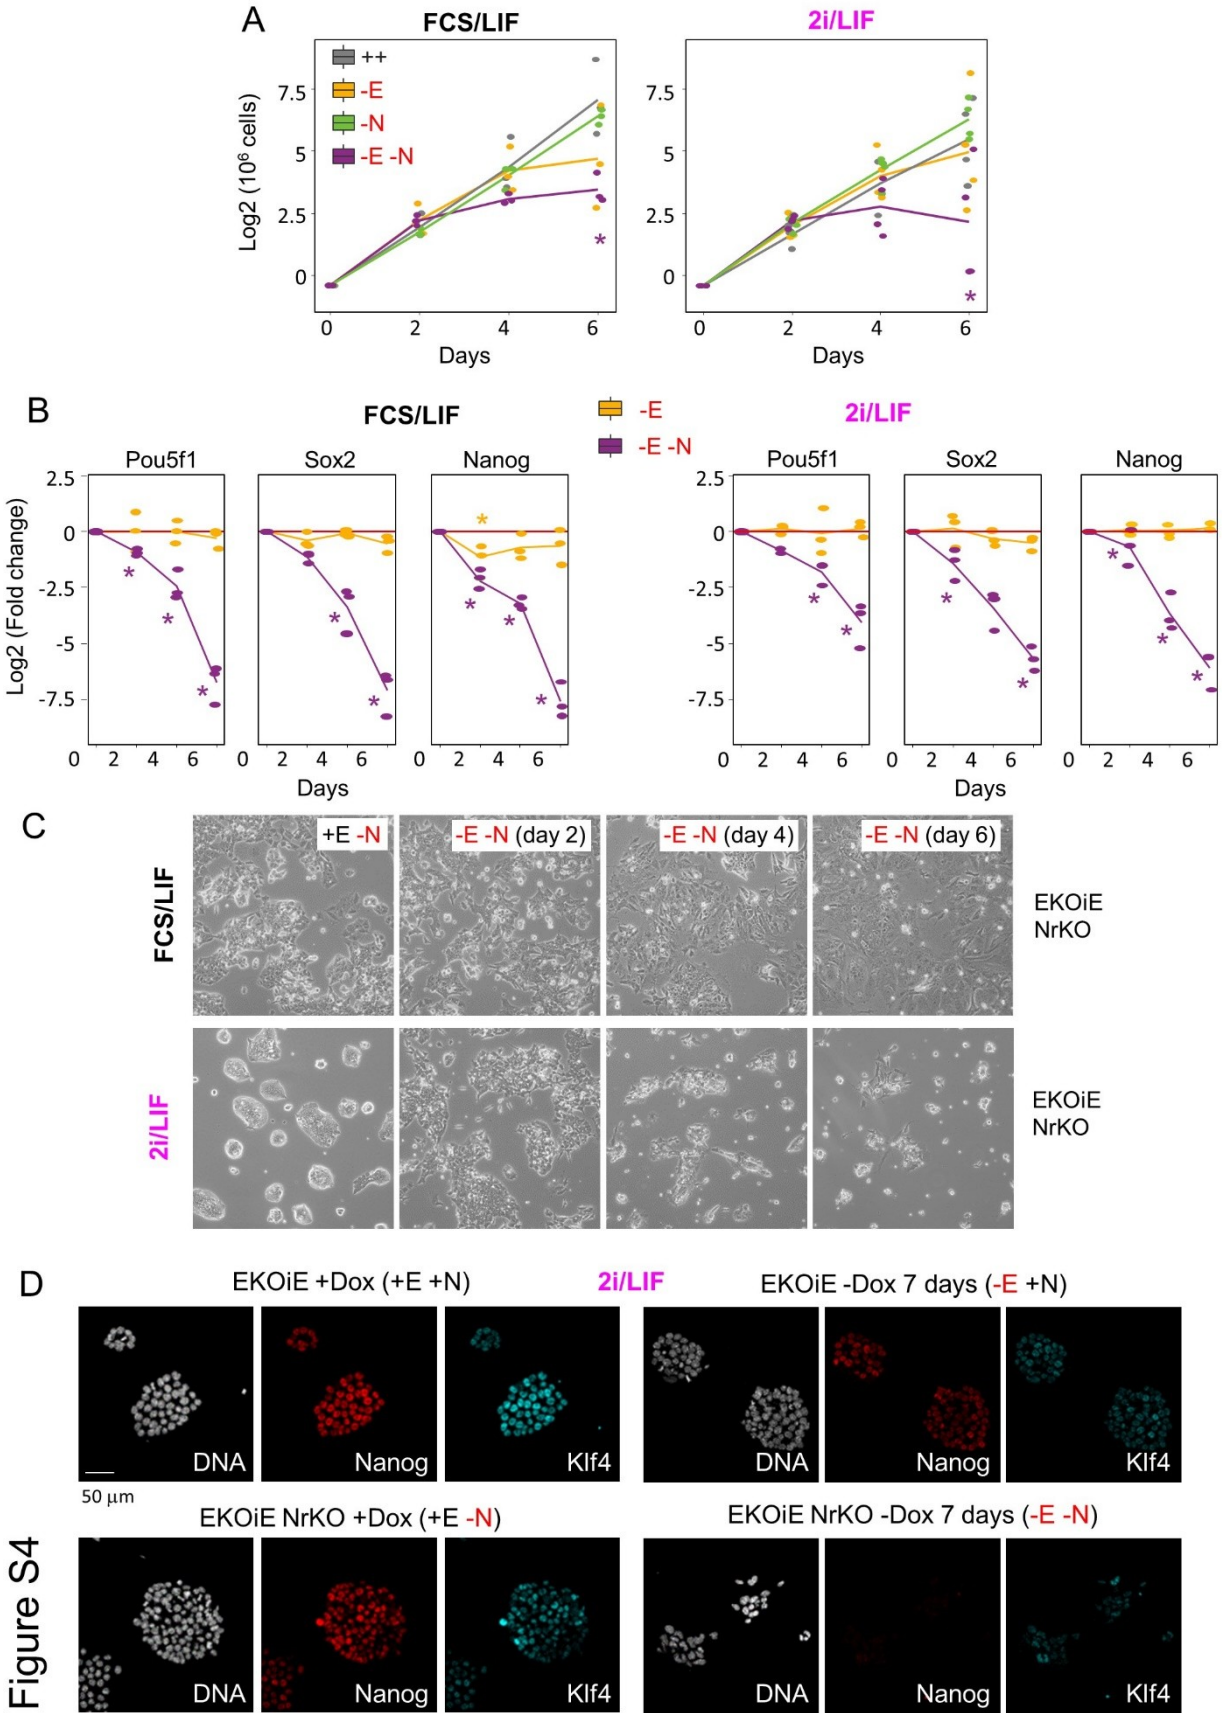

Figure S4

**Fig. S4. Additional information on the effect of the depletion of Esrrb and/or Nr5a2 on the self-renewal of ESCs.** **(A)** Cumulative cell numbers of EKOiE or EKOiE NrKO ESCs cultured in the presence (++, -N) or absence of doxycycline (-E, -E-N respectively) in FCS/LIF or 2i/LIF, passaging cells every 2 days for the indicated time. Each dot represents an independent experiment (FCS/LIF n=3, 2i/LIF n=4), the mean of each condition at a given time-point is indicated by the colored lines. \* Student's T-test  $\leq 0.1$  (One-tailed, assuming equal variance, testing each condition against ++ at the same time-point). **(B)** Boxplots showing the fold change of gene expression of pluripotency genes in EKOiE ESCs or in EKOiE NrKO ESCs after withdrawal of doxycycline (-E, -E-N respectively) for the indicated time, compared to the each cell line cultured in the presence of doxycycline (time 0). RNA was extracted from the same cells used to derive the growth curves shown in panel A. Each dot represents an independent experiment (n=3), the mean of each condition at a given time-point is indicated by the colored lines. \* Student's T-test  $\leq 0.01$  (One-tailed, assuming equal variance, testing each condition against time 0). **(C)** Images of EKOiE NrKO ESC cultures before and after withdrawal of doxycycline (+E-N, -E-N respectively) for the indicated time. Representative images of the cultures analysed in panel A (n=3, 4). **(D)** Confocal microscopy images showing Nanog and Klf4 expression detected by immunofluorescence in EKOiE or EKOiE NrKO ESCs cultured for 7 days in the presence (+E+N, +E-N) or absence of doxycycline (-E+N, -E-N respectively). Representative of 2 independent experiments.

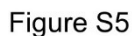

**Fig. S5. Additional information on pluripotency TF binding after depletion of Esrrb and/or Nr5a2.** **(A)** Venn diagram showing the intersection between regions called as bound by Esrrb or Nr5a2 and by Oct4, Sox2 and Nanog conjunctly (see Methods for details). **(B)** Boxplot showing the fold change in Esrrb and Nr5a2 binding at target regions, 2 days after the depletion of Esrrb (-E) and in the absence of Nr5a2 (-N). The central lines correspond to the median, boxes span from the first to the third quartiles, and whiskers extend to the furthest data point within 1.5xIQR from the boxes. **(C)** Percent of variance in Nr5a2 binding explained (R-squared) by linear regression on the score of the best motif present at regulatory regions, before (++) , or 2 days after Esrrb depletion (-E). **(D)** Boxplots, presented as in Fig S5B, showing Esrrb, Nr5a2, Oct4, Sox2 and Nanog binding (Reads Per Ten Million - RPM) at regions bound by any of the TFs, or at regions bound by Oct4, Sox2 and Nanog in conjunction with Esrrb or Nr5a2, in EKOiE ESCs or in EKOiE NrKO ESCs before (++, -N) or 2 days after withdrawal of doxycycline (-E, and -E-N respectively). **(E)** (Top) Percent of regions bound by any of the shown TFs, or by the three factors in conjunction with Esrrb or Nr5a2, showing changes in binding of the indicated factor two days after inducing the loss of Esrrb (-E), in the absence of Nr5a2 (-N) or two days after inducing the loss of Esrrb in the absence of Nr5a2 (-E-N). (Bottom) Boxplot, presented as in Fig S5B, showing the fold change in Oct4, Sox2 and Nanog binding at the same set of regions and in the same conditions. **(F)** Western blot showing the levels of Esrrb, Oct4, Sox2, Nanog and Lamin B1 in EKOiE ESCs or in EKOiE NrKO ESCs before (++, -N) or 2days after withdrawal of doxycycline (-E, and -E-N respectively). **(G)** Number of regions at which TF binding is affected or not by different combinations of depletions of Esrrb, Nr5a2 and Nanog (top). A grey rectangle (bottom) indicates regions responding to a given TF, white indicates independent regions. **(H)** Enrichment, over the intersection expected by chance (Fisher's exact test), of the regions affected by loss of the indicated TF pairs. **(I)** Boxplot, presented as in Fig S5B with single datapoints as dots, showing the fold change in Esrrb and Nr5a2 binding 2 days after the depletion of Esrrb (-E) and in the absence of Nr5a2 (-N), at a subset of the regions identified in figure 3B, which harbor only one Esrrb/Nr5a2 binding site. **(J)** Boxplot, presented as in Fig S5I, showing the fold change in Oct4 binding after depletion of Nr5a2 and/or Esrrb, at a subset of the regions identified in figure 3B, which harbor only one Esrrb/Nr5a2 binding site (-E,-N,-E-N as in Fig S5E).

## **FULL SUPPLEMENTARY METHODS**

### **Culture and Generation of ES cells.**

#### ***General culture conditions.***

ES cells were cultured on 0.1% gelatine (Sigma-Aldrich, Cat# G1890-100G) in DMEM + GlutaMax-I (Gibco, Cat# 31966-021), 10% FCS (Gibco, Cat# 10270-098), 100  $\mu$ M 2-mercaptoethanol (Gibco, Cat# 31350-010), 1 $\times$  MEM non-essential amino acids (Gibco, Cat# 1140-035) and 10 ng $\times$ ml<sup>-1</sup> recombinant LIF (MILTENYI BIOTEC, Cat# 130-099-895) (Referred to as FCS/LIF). Cells were passaged 1:10 every 2–3 days. When indicated, cells were grown in 2i-containing medium (1 $\mu$ M PD0325901 and 3  $\mu$ M CHIR99021; Axon Medchem Bv) - 0.5 $\times$  DMEM/F12 (Gibco, Cat# 31331093), 0.5 $\times$  Neurobasal (Gibco, Cat# 21103049), 0.5% N2 supplement 100 $\times$  (Gibco, Cat# 17502048), 1% B27 supplement 50 $\times$  (Gibco, Cat# 17504044), 10 $\mu$ g/mL Insulin (Sigma-Aldrich, Cat# I1882-100MG), 2 mM L-Glutamine (Invitrogen, Cat# 91139), 0.05% BSA (Sigma-Aldrich, Cat# A3311-10G), 100  $\mu$ M 2-mercaptoethanol (Gibco, Cat# 31350-010), 10 ng/ml recombinant LIF (MILTENYI BIOTEC, Cat# 130-099-895) (Referred to as 2i/LIF). All ESC lines are routinely tested for mycoplasma contamination.

#### ***Derivation of *Esrrb*-T2a-GFP and *Nr5a2*-T2a-GFP ESCs.***

E14Tg2a were nucleofected - using an Amaxa Nucleofector II with a Mouse ES Cell Kit (LONZA, Cat# VPH-1001) and selecting programme A23 - with 3 $\mu$ g of a linearised targeting vector designed to insert a T2a linker - Fluorescent protein - IRES Blastidicin<sup>R</sup> cassette at the stop codon of *Esrrb* (ENSEMBL transcript *Esrrb*-206) or *Nr5a2* (ENSEMBL transcript *Nr5a2*-205) and 1 $\mu$ g of pU6\_CBh-Cas9-T2A-mCherry (Addgene no. 64324) driving expression of the

gRNAs 5'- TGTGCTGGGCCATCACACCT -3' for *Esrrb* or 5'- GCTTCCAGGGGTGGGGACTT -3' for *Nr5a2*. 48 hours later blasticidin selection was added ( $5\mu\text{g}\times\text{ml}^{-1}$ ) and after 2 weeks single colonies were picked, expanded, and correctly targeted cells identified by PCR on genomic DNA followed by sequencing.

### **Derivation of *Nr5a2*-GFP + *Esrrb*-mCherry ESCs.**

E14Tg2a were nucleofected (See 1b) with  $3\mu\text{g}$  of a linearised targeting vector designed to insert a T2a or 5×Gly linker - Fluorescent protein - IRES Blasticidin<sup>R</sup> cassette at the stop codon of *Nr5a2* (ENSEMBL transcript Nr5a2-205) and  $1\mu\text{g}$  of pU6\_CBh-Cas9-T2A-mCherry (Addgene no. 64324) driving expression of the gRNA 5'- GCTTCCAGGGGTGGGGACTT -3'. 48 hours later blasticidin selection was added ( $5\mu\text{g}\times\text{ml}^{-1}$ ) and after 2 weeks single colonies were picked, expanded, and correctly targeted cells identified by PCR on genomic DNA followed by sequencing. An identical procedure was followed to derive *Nr5a2*-GFP+*Esrrb*-mCherry ESCs from heterozygous *Nr5a2*-GFP cells that were further nucleofected with  $3\mu\text{g}$  of a linearised targeting vector designed to insert a 5×Gly linker - mCherry - IRES Puromycin<sup>R</sup> cassette at the stop codon of *Esrrb* and  $1\mu\text{g}$  of pU6\_CBh-Cas9-T2A-mCherry driving expression of the gRNA 5'- TGTGCTGGGCCATCACACCT -3'.

### **Derivation of FLAG-*Nr5a2* ESCs.**

E14Tg2a were nucleofected (See 1b) with  $3\mu\text{g}$  of a linearised targeting vector designed to insert a LoxP - Puromycin<sup>R</sup> - LoxP - 3xFLAG - Gly5 - cassette at the start codon of *Nr5a2* (ENSEMBL transcript Nr5a2-205) and  $1\mu\text{g}$  of pU6\_CBh-Cas9-T2A-mCherry plasmid driving expression of the gRNA 5'- CCACTTTGGGCAGCATGACA -3'. After 1 week, resistant cells were further nucleofected with  $3\mu\text{g}$  of a plasmid driving expression of the Cre recombinase, and plated at clonal density in medium containing doxycycline.

2 weeks later, single colonies were picked, expanded, and correctly targeted cells, which had excised the Puromycin<sup>R</sup> cassette, identified by PCR on genomic DNA and by immunofluorescence with an anti-Flag mouse monoclonal antibody (M2 clone - Sigma-Aldrich Cat# F3165). Three heterozygous targeted clones (clones 2, 17 and 22) were selected for further experiments.

### ***Derivation of EKOiE HA-AID-Nr5a2 ESCs.***

EKOiE ESCs (Festuccia et al. 2016) were nucleofected (See 1b) with 3µg of a linearised targeting vector designed to insert a LoxP - Puromycin<sup>R</sup> - LoxP - HA - auxin inducible degron - Gly5 cassette at the start codon of *Nr5a2* (ENSEMBL transcript Nr5a2-205) and 1µg of pU6\_CBh-Cas9-T2A-mCherry plasmid driving expression of the gRNA 5'- CCACTTTGGGCAGCATGACA -3'. 48 hours later doxycycline was temporarily withdrawn (to silence the TetO-3xFlag-Esrrb-IRES-Puromycin<sup>R</sup> transgene present in EKOiE ESCs) and selection was added. After 4 days resistant cells were further nucleofected with 3µg of a plasmid driving expression of the Cre recombinase, and plated at clonal density in medium containing doxycycline. 2 weeks later, single colonies were picked, expanded, and correctly targeted cells, which had excised the Puromycin<sup>R</sup> cassette, identified by PCR on genomic DNA and by immunofluorescence with anti-HA mouse monoclonal (clone 12CA5 - Roche Cat# 11583816001). One homozygous targeted clones (clone 8) was selected for further experiments.

### ***Derivation of EKOiE NrKO and EKOiE NrKO Repair ESCs.***

EKOiE ESCs (Festuccia et al. 2016) were nucleofected (See 1b) with 3µg of an equimolar pool of two pU6\_CBh-Cas9-T2A-mCherry plasmids driving expression of the gRNAs 5'- CCTCACGTGCGAAAGCTGCA -3' or 5'- GACACTTTATCGCCACACAC -3' to induce double strand breaks into the 4<sup>th</sup>

Exon of *Nr5a2* (Nr5a2-205). 48 hours later single mCherry positive cells were FACS sorted into individual wells of a 96-well plate and expanded. Correctly targeted cells were identified by PCR on genomic DNA and sequencing. Two clones bearing deletions on both alleles (clone 2; 53 bp deletion = mm10\_Chr1:136,944,963-136,945,016 : deletion 1 in the scheme below -- clone 4; 52 bp deletion = mm10\_Chr1:136,944,963-136,945,015 and 1761 bp deletion = mm10\_Chr1:136,944,362-136,946,119 : deletions 1 and 2 below) in the exon encoding the first half of Nr5a2 DNA binding domain (exon 4 in transcript ENSEMBL Nr5a2-205) were selected for further experiments. RNA-seq analysis of expression from the disrupted alleles in EKOiE NrKO clone 4 ESCs shows as expected that only gapped reads align to the deleted region (see scheme below): transcript either bypass the entire targeted exon, or include the deletion. All of the transcript variants we detected introduce frame-shifts in the Nr5a2 open reading frame, and, if expressed, would encode proteins of minimal length (the longest is 74aa, vs 499aa for WT Nr5a2). In addition, qPCR analysis using primers targeting the deleted region of *Nr5a2* confirmed that no WT Nr5a2 transcripts are detected in our knockout clones (See Fig. S3A).

Clone 4 EKOiE NrKO ESCs were further nucleofected with 1 $\mu$ g of a pU6\_CBh-Cas9-T2A-mCherry plasmid driving expression of the gRNA 5'-GAAAAGGCAAACCTTGCCAC -3' specific to the disrupted *Nr5a2* allele (short

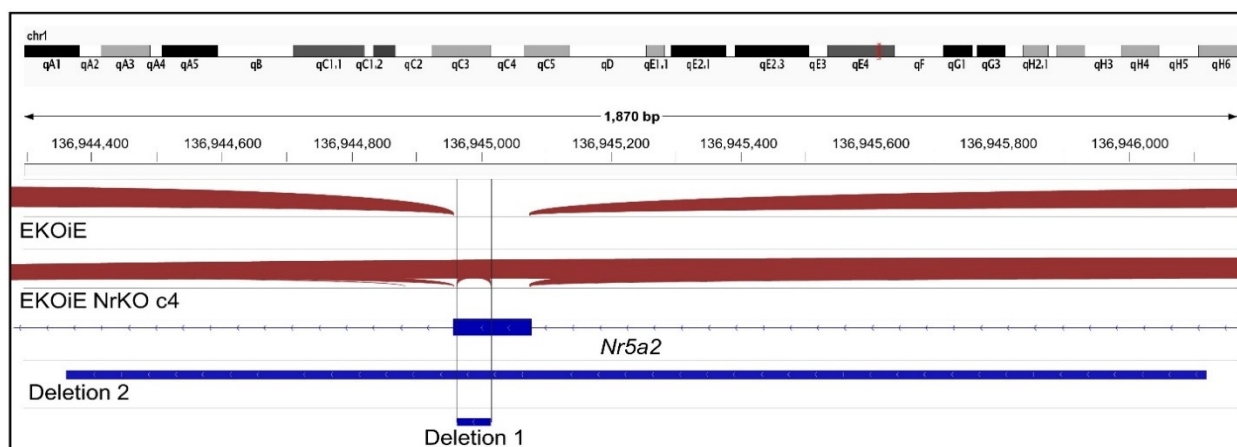

Span of the deletions occurred in EKOiE NrKO clones, along with a schematic representation of the splicing events in the transcript generated by WT and deleted alleles, as determined by RNA-seq. Transcripts either bypass entirely the exon including the Nr5a2 DNA binding domain, or include the truncated exon, leading to a frame shift in the coding sequence.

deletion), and 7 µg of a 300bp-long repair template obtained by PCR from E14Tg2a genomic DNA (primers 5'- TCAGCAATGCTTTTCAGTGCAG -3' and 5'- TGACACTTCCCCCACCTCAC -3'). 48 hours later single mCherry positive cells were FACS sorted into individual wells of a 96-well plate and expanded. Correctly repaired cells were identified by PCR on genomic DNA and sequencing. qPCR analysis verified that expression of transcripts including the repaired exon was restored (See Fig. S3A). Two repaired clones (c4.2 and c16.1) were selected for further experiments.

## TF binding analysis by ChIP-seq.

### ***Chromatin immunoprecipitation (ChIP).***

TF binding was assessed in E14Tg2a Flag-Nr5a2 ESCs cultured in FCS/LIF, and EKOiE, EKOiE NrKO, or EKOiE HA-AID-Nr5a2 ESCs cultured in 2i/LIF. Cells were trypsinised, counted and washed in PBS before replating ( $2 \times 10^6$  / 10cm dish) in the presence or absence of  $1 \mu\text{g/ml}$  doxycycline (Sigma-Aldrich, Cat# I5148) for 2 days. After trypsinisation,  $10^7$  ES cells were crosslinked in 2 ml of freshly prepared PBS-DSG 2 mM at pH 7.0 (Sigma-Aldrich, Cat# 80424-5 mg) for 50 min at RT with occasional shaking. After pelleting and washing once in PBS, cells were incubated for 10 min in 2 ml PBS 1% formaldehyde (Thermo Scientific, Cat# 28908). Crosslinking was stopped with 0.125 mM glycine for 5 min at RT. Cells were pelleted and washed with ice-cold PBS. Cells were resuspended in 2 ml of swelling buffer (25 mM Hepes pH 7.95, 10 mM KCl, 10 mM EDTA) freshly supplemented with  $1 \times$  protease inhibitor cocktail (PIC-Roche, Cat# 04 693 116 001) and 0.5% IGEPAL. After 30 min on ice, the suspension was passed 40 times in a dounce homogenizer. Cells were then centrifuged and resuspended in 300  $\mu\text{l}$  of TSE150 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8, 150 mM NaCl) buffer, freshly supplemented with  $1 \times$  PIC. Samples were sonicated in 1.5 ml tubes (Diagenode) using a Bioruptor Pico (Diagenode) for 7 cycles divided into 30 s ON–30 s OFF sub-cycles at maximum power, in circulating ice-cold water. After centrifugation (30 min, full speed,  $4^\circ\text{C}$ ), the supernatant was either used immediately for immunoprecipitation or stored at  $-80^\circ\text{C}$  until use, generally within the month. Five microliters were used to quantify the chromatin concentration and check DNA size (typically 200–350 bp). Chromatin from  $10^7$  cells was used for each ChIP-seq after pre-clearing it for 3 hours rotating on-wheel at  $4^\circ\text{C}$  in 300  $\mu\text{l}$  of TSE150 containing 50  $\mu\text{l}$  of protein G Sepharose beads (Sigma-Aldrich, Cat# P3296-5 ML) 50% slurry, previously blocked with BSA ( $500 \mu\text{g} \times \text{ml}^{-1}$ ; Roche, Cat# 5931665103) and

yeast tRNA ( $1\mu\text{g}\times\text{ml}^{-1}$ ; Invitrogen, Cat# AM7119). Immunoprecipitations with anti-Esrrb mouse monoclonal ( $1\mu\text{g}$  per  $2\times 10^6$  cells, Perseus Proteomics, Cat# H6-705-00), anti-Nanog rabbit polyclonal ( $0.6\mu\text{g}$  per  $2\times 10^6$  cells, Cosmobio, Cat# REC-RCAB001P); anti-Oct4 rabbit polyclonal ( $1\mu\text{g}$  per  $2\times 10^6$  cells, Abcam Cat # ab19857); anti-Sox2 rabbit polyclonal ( $1\mu\text{l}$  per  $2\times 10^6$  cells – concentration not specified, Active Motif Cat# 39844); anti-Flag mouse monoclonal ( $1\mu\text{g}$  per  $2\times 10^6$  cells Sigma-Aldrich Cat# F3165); anti-HA mouse monoclonal ( $1\mu\text{g}$  per  $2\times 10^6$  cells, clone 12CA5 - Roche Cat# 11 583 816 001) antibodies, were performed overnight rotating on-wheel at  $4^\circ\text{C}$  in  $500\mu\text{l}$  of TSE150.  $20\mu\text{l}$  were set apart for input DNA extraction and precipitation.  $25\mu\text{l}$  of blocked protein G beads 50% slurry was added for 4 h rotating on-wheel at  $4^\circ\text{C}$ . Beads were pelleted and washed for 5 min rotating on-wheel at RT with 1 ml of buffer in the following order:  $3\times$  TSE150,  $1\times$  TSE500 (as TSE150 but 500 mM NaCl),  $1\times$  washing buffer (10 mM Tris-HCl pH8, 0.25M LiCl, 0.5% NP-40, 0.5% Na-deoxycholate, 1 mM EDTA), and  $2\times$  TE (10 mM Tris-HCl pH8, 1 mM EDTA). Elution was performed in  $100\mu\text{l}$  of elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8) for 15 min at  $65^\circ\text{C}$  after vigorous vortexing. Eluates were collected after centrifugation and beads rinsed in  $150\mu\text{l}$  of TE-SDS1%. After centrifugation, the supernatant was pooled with the corresponding first eluate. For both immunoprecipitated and input chromatin, the crosslinking was reversed overnight at  $65^\circ\text{C}$ , followed by proteinase K treatment, phenol/chloroform extraction and ethanol precipitation.

### **Library preparation.**

*SPRI Bead preparation:* 1 ml Sera-Mag<sup>TM</sup> Magnetic SpeedBeads<sup>TM</sup>, carboxylated,  $1\mu\text{m}$ , 3 EDAC/PA5 (GE Healthcare Life Sciences, Cat# 65152105050250) were washed 3 times with a TE-Tween solution (10 mM Tris HCl pH 8, 1 mM EDTA, 0.05% Tween 20, pH 8.0) and resuspended in TE-

Tween-20% PEG 8000 solution (10 mM Tris HCl pH 8, 1 mM EDTA, 0.05% Tween 20, pH 8.0).

*End repair:* Precipitated DNA was resuspended in 37.5µl of water and mixed with 2µl of 10mM dNTPs, 5µl of NEB T4 ligase buffer, 2.5µl of NEB T4 polymerase (Cat# M0203L), 0.5µl of NEB Klenow polymerase (Cat# M0210L) and 2.5µl of NEB T4 PNK (Cat# M0201L). Samples were incubated 30min at 20°C in a thermocycler. DNA was purified with SPRI beads: 90µl of SPRI bead suspension and 50µl isopropanol were added and samples transferred to a 96 well plate. After incubating for 5 min, the plate was put on a 96S Super Ring Magnet (Alpaqua, Cat# A001322), beads were allowed to separate completely, and the supernatant removed without disrupting the bead pellet. Beads were washed twice with 200µl of 70% Ethanol and the supernatant completely removed. DNA was eluted in 21µl of water.

*A-Tailing:* 20µl of sample were mixed with 2.5µl of NEB Buffer #2, 1µl of 5mM dATP, 1.5µl of NEB Klenow 3'-5' exo minus (Cat# M0212L), and incubated at 37°C for 30min in a thermocycler. DNA was purified with SPRI beads as before, but using a volume of 45µl of beads and 25µl isopropanol. DNA was elute in 20µl of water.

*Adaptor ligation:* 19µl of sample were mixed with 2.5µl of NEB T4 ligase buffer, 1.25µl of a 0.2µM solution of annealed adaptors, and 2.5µl of NEB concentrated T4 ligase (Cat# M0202M) and incubated overnight at 16°C. DNA was purified with SPRI beads as before, but using a volume of 35µl of beads and no isopropanol, eluting in 20 µl of water. Adaptors were designed in house based on the structure of Illumina TruSeq™ indexed and forked adaptors, modified to include extended indexes. 22.5µl each of 40µM ssDNA Barcoded and Universal adaptor solutions were mixed with 5µl of NEB buffer 2, and annealed in a thermocycler.

Barcoded adaptor:

5'P-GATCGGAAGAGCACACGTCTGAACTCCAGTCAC-Index  
ATCTCGTATGCCGTCTTCTGCTTG.

5'P indicates the presence of a 5'phosphate group.

Universal adapter:

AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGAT  
C\*T.

\* Indicates a phosphorothioate bond between the last C and T.

*Library amplification:* 19.5 µl of sample were mixed with 1µl of a 1:10 dilution of Quant-iT Picogreen dye (Invitrogen, Cat# P11496), 25µl of KAPA HiFi HotStart 2× master Mix (Kapa Bioscience Cat# KK2502), 1µl of 10µM PCR 1.0 and 1µl of PCR 2.0 primers (See below). The amplification mix was distributed in two wells of a LightCycler 384 plate (Roche, Cat# 4729749001) and on a LightCycler 480 II instrument (Roche, Cat# 05015243001) using the following program: 1' at 98°C; N cycles: 10" at 98°C; 20" at 64°C; 45" at 72°C. The number of cycles N was determined on real time by monitoring the fluorescence such that the amplification was stopped during the exponential phase. Samples were removed from the plate and purified with 70 µl SPRI beads without isopropanol, and eluting in 40µl of water. 1µl was used to measure the DNA concentration with a Qubit 3 and the provided reagents (Invitrogen, Cat#Q33218). 1 ng of DNA was used to check fragment size with a D1000 High Sensitivity Screentape and appropriate reagents (Agilent, Cat# 5067-5584, Cat# 5067-5585) on an Agilent 2200 Tapestation. *Library sequencing:* the libraries were sequenced (paired-end 150bp reads) by Novogene Co. Ltd.

### ***Gene expression analysis by RT-qPCR.***

RNA was prepared with a Nucleospin RNA kit following the manufactured instructions, and performing DNase I treatment (Macherey-Nagel, Cat# 740955.50). RNAs were resuspended in Ultrapure DNase/RNase Free Distilled Water (Thermo Scientific, Cat# 10977035), and 1µg of RNA was used for cDNA preparation using a Transcriptor First Strand cDNA synthesis kit (Roche, Cat# 04897030001), using random hexamer priming, performing a denaturation step for 10 min at 65°C, and then incubating 10 min at 25°C, 30 min at 55°C and 5 min at 85°C. Real-time RT-PCR reactions were performed in triplicate in 384-wells plates with a 480 LightCycler (Roche) using a LightCycler 480 SYBR Green I Master mix (Roche cat. 04887352001). Five microliters of cDNA were used per reaction. Values for gene expression were normalised to the levels of TATAbox Binding Protein (TBP). PCR primer sequences are listed below:

Pou5f1: Fw CCCCAATGCCGTGAAGTTG; Rv TCAGCAGCTTGGCAAACCTGTT  
 Sox2: Fw CACAGATGCAACCGATGCA; Rv GGTGCCCTGCTGCGAGTA  
 Nanog: Fw AGGATGAAGTGCAAGCGGTG; Rv TGCTGAGCCCTTCTGAATCAG  
 Zfp42: Fw CAGCTCCTGCACACAGAAGA; Rv ACTGATCCGCAAACACCTG  
 Nr5a2: Fw CTCCTCACGTGCGAAAGCTG; Rv GGGACATCGTTTTCTCTGCGT  
 TBP: Fw GGGGAGCTGTGATGTGAAGT; Rv CCAGGAAATAATTCTGGCTCA

## Western Blot.

For Western Blot analysis cell pellets corresponding to  $10^6$  cells were resuspended in 100  $\mu$ l RIPA Buffer (Tris/Cl pH 7.5 10mM, NaCl 150mM, EDTA 0.5mM, SDS 0.1%, Triton X-100 1%, Deoxycholate 1%) supplemented with 1 $\times$  protease inhibitor cocktail (Roche, Cat# 04693116001) and incubated for 2h in the presence of 2500 U/ml benzonase (Sigma-Aldrich, Cat# E1014) at 4°C. After centrifugation (10 min, full speed, 4°C), the supernatant was recovered and mixed with an equal volume of 2x Laemmli Sample Buffer (BIO-RAD, Cat# 161-0737) containing  $\beta$ -mercaptoethanol, boiled for 10 min at 95°C and centrifuged for 10 min at maximum speed. 20  $\mu$ l per sample was loaded on 10% Mini-PROTEAN® TGX Stain-Free™ Protein Gels, 10 well, 30  $\mu$ l (BIO-RAD, Cat# 4568033) and run in 1 $\times$  SDS-Running Buffer (250 mM Tris/ 1.92 M Glycine/1% SDS) at 10-20 mA using the Mini-PROTEAN Tetra System (BIO-RAD). Proteins were transferred on a Protran nitrocellulose membrane (Amersham, Cat# 10600003) for 1 hour at 300mA using a wet transfer system (BIO-RAD) in 1 $\times$  Transfer Buffer (10 $\times$  0.25M Tris/ 1.92M Glycine) prepared with a final concentration of 20% Ethanol. Membranes were blocked in PBSTw (PBS 0.1% Tween-20) 5% BSA for 1 hour at RT and incubated over night at 4°C with primary antibodies (diluted in PBSTw 5% BSA). Excess antibodies were washed with PBSTw (5 washes, 5 min each) and membranes incubated for 1 hour at RT in Alexa Fluor dye or HRP-conjugated secondary antibodies (diluted in PBSTw 5% BSA). Membranes were washed 5 times, 10 min each at RT and, for HRP antibodies, incubated

with PIERCE ECL2 Western Blotting Substrate (Thermo Scientific, Cat# 80196) 5 min in dark. After excess reagent was removed, proteins were visualised using a BIO-RAD Chemidoc MP Imaging System and processed using the Image Lab Software (BIO-RAD).

Primary antibodies used were: Rabbit polyclonal anti-Lamin B1 (Abcam, Cat# ab16048) (1:10000), goat polyclonal anti-Sox2 (R&D, Cat# AF2018) (1:1000), anti-Esrrb mouse monoclonal (Perseus Proteomics, Cat# H6-705-00) (1:1000), anti-Nanog rabbit polyclonal (Cosmo Bio, Cat# REC-RCAB001P) (1:1000); anti-Oct4 rabbit polyclonal (Abcam Cat # ab19857) (1:1000). Secondaries: anti-Rabbit IgG-HRP (Thermo Scientific , Cat# RB230254) (1:5.000), Alexa Fluor 488 AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, Cat #715-545-150); Alexa Fluor 647 AffiniPure Donkey Anti-Goat IgG (H+L) (Jackson ImmunoResearch, Cat # 705-605-147).

## **Computational Methods.**

### ***Data and availability.***

A total of 69 ChIP-seq and 20 RNA-seq libraries were generated and sequenced: ChIP-seq was performed in triplicates; FCS/L RNA-seq in duplicates; 2i/L RNA-seq in triplicates. All datasets are available in the GEO database under the accession number GSE152186.

### ***ChIP-seq analyses.***

Paired end reads were trimmed by aligning read pairs to discover regions of reverse complementarity surrounded by adapters, alignment and trimming were performed with the package SequenceTrimmer.jl (<https://github.com/owensnick/SequenceTrimmer.jl>) with Julia 0.6 (Bezanson et al., 2017). Reads were aligned with Bowtie2 (Langmead and Salzberg, 2012) to the mm10 genome, with options “-k 10”. Reads were additionally

filtered for those with a single discovered alignment (in Bowtie2 “k” mode this is mapping quality = 255) and an edit distance less than 4. Duplicate reads (those aligning with same left-right coordinate) were collapsed into one. Peaks were called against relevant inputs for all samples using MACS2 (Feng et al., 2012) with “callpeak -q 0.2 -g mm”. Peaks intersecting with the mm10 blacklist (Encode\_Project\_Consortium, 2012) were excluded. We further excluded an outlying replicate for Sox2 in 2i/LIF -E-N identified by principal components analysis and the fraction of reads in peaks of 5.3% as compared to 17.9% and 21.9% for the other two replicates. To determine a set of candidate binding regions bound by Nr5a2 or Esrrb in FCS/LIF we required that a peak must be called in all 3 replicates for either Esrrb or Nr5a2. To determine binding regions in 2i/LIF, for each TF we required that a peak must be called in all replicates of a given condition, with the exception of Nr5a2 for which a peak had to be called in one out of two replicates. We then merged the peaks of each TF analysed in FCS/L or 2i/L, respectively, to obtain regions where multiple TF bind. To quantify ChIP signal at each of these merged regions we took the mean signal over replicates from the original TF peak if present, and took the mean signal over the merged interval if a TF peak was not present. For the Venn diagram and the heatmap shown in Figure 1 E-F and S2D-F, regions bound by Esrrb and Nr5a2 in FCS/LIF or 2i/LIF were further merged, intersections with the original sets calculated, and read coverage profiles quantified over the merged regions. The heatmap was simplified by averaging groups of 80 regions. For k-means clustering of regions bound in 2i/LIF, as offered by the Clustering package of Julia (Bezanson et al., 2015), we selected regions in which a peak was called for Oct4, Sox2, Nanog and either Esrrb or Nr5a2 and normalized binding levels at each region for each factor to the condition displaying maximal binding. The heatmap in Figure 3B was simplified by averaging results of groups of 20 regions. The Venn diagram in Figure S5A displays the overlap between regions called as bound by Esrrb or Nr5a2, or conjunctly by Oct4, Sox2 and Nanog in all replicates for each factor, in at least one condition (with the

exception of Nr5a2 for which regions were included if called as bound in one out of two replicates). To determine the number of clusters to be used we employed the proximity enrichment to differentially expressed genes (DEGs) described below, and found  $k=5$  was the first  $k$  at which the presented ChIP region classes were visible and the enrichment of DEGs in proximity to ChIP-seq peaks robust. The clusters were further complemented by differential binding analysis using DESeq2 (Love et al., 2014). We set size factors according to total mapped library reads, and employed design  $\sim \text{ChIPInput} + \text{Esrrb} + \text{Nr5a2} + \text{Esrrb:Nr5a2}$  aimed at determining the effect of Esrrb and Nr5a2 depletion and their interaction over input. We tested for Esrrb loss, Nr5a2 loss and the loss of both against the presence of both TFs. Gene Ontology analyses of each cluster were made with GREAT using standard parameters. ChIP-seq data visualization for Figures 1D and 3A was made using the following R packages and assisted by ggplot2 (Wickham, 2016): ChIP-seq profiles were extracted from Bigwig files using rtracklayer (Lawrence et al., 2009), smoothed with zoo (Zeileis and Grothendieck, 2005) and plotted using the Gviz (Hahne, 2016) and GenomicFeatures (Lawrence et al., 2013) R packages. All enrichment heatmaps and metaplots were computed with bamsignals (Mammana, 2020); Venn diagrams were made with eulerr (Larsson, 2020), heatmaps were made with ComplexHeatmap (Gu et al., 2016b). De-novo motif discovery for Figure 1G was performed on the ensemble of Esrrb/Nr5a2 bound regions in FCS/L using the Regulatory Sequence Analysis Tools (RSAT) through their web-based interface with standard parameters (rsat.sb-roscoff.fr)(Nguyen et al., 2018). For figure 1H, and S2F, a matrix for the highest ranking discovered motif was exported, trimmed and plotted using the TFBSTools R package (Tan and Lenhard, 2016). Two PFM matrixes were created to reflect a perfect match to the consensus sequence TCA AGG TCA or TCA AGG CCA, and occurrence of these motifs in Esrrb and Nr5a2 bound regions was determined using TFBSTools. Only matches displaying 0 or 1 mismatch to the consensus, while requiring an exact match to either variant of the 7<sup>th</sup> base, were considered,

and the highest scoring matches to the motif was retained for each region. For Figures 1I, 3D and S2E, a motif corresponding to the Jaspar Nr5a2 motif MA0505.1 was trimmed to the consensus TCAAGG**X**CA, where **X** represents complete freedom at the 7<sup>th</sup> base. Motifs occurrences were identified and the frequency of T or C at the 7<sup>th</sup> base weighted by motif scores within each region determined using MotifScanner.jl (<https://github.com/exeter-tfs/MotifScanner.jl>). For Figure 3D, to correlate relative changes on Oct4 binding with changes in the frequency of C or T at the 7<sup>th</sup> base, we took the Zscore of fold changes of Oct4 occupancy in -E, -N, and -E-N compared to +E+N ordered by the C/T ratio. We looked for consistent changes in Zscored fold change with C/T ratio by Gaussian process (GP) regression using (GaussianProcesses.jl - <https://github.com/STOR-i/GaussianProcesses.jl>) with squared exponential kernel, and we plotted GP mean and GP function standard deviation confidence intervals. To further develop the relationship between motif occurrence and TF occupancy, we scanned the mm10 genome for occurrences of Jaspar motifs: Esrrb - MA0141.3, Nr5a2 MA0505.1 - trimmed as described above, and Oct4/Sox2 MA0142.1, using FIMO (Grant et al., 2011) with parameters '--thresh 1e-3 --max-stored-scores 50000000' and supplied a 0-order Markov background file describing the relative nucleotide frequencies in the mm10 assembly. We intersected motifs with all considered regulatory regions. In Figure S5C, to determine the dependence of Nr5a2 binding on Nr5a2 motifs, we performed a linear regression of log mean reads per 10 million per peak to the maximal motif score in both +E+N and -E conditions and present the R<sup>2</sup> scores. For Figure 3F, to calculate enrichments of Oct/Sox motifs at a given distance from Esrrb/Nr5a2 motifs we take all motifs with FIMO motif score greater than the median for that motif and calculate the absolute distance between all pairs of Esrrb and Oct4/Sox2 motif midpoints over all regions. We then calculate an empirical background distribution by calculating the motif mid-point distance between motifs placed at random with the interval of each peak region. We repeat

this 20,000 times per region and use results to calculate the expected number of motif pairs to be found at a given distance. This expectation is then used to derive a Poisson p-value for the observed number of pairs of motifs with mid-points at each distance. For Figure S3I-J, To determine regions with a single recognisable Esrrb/Nr5a2 motif, we selected those regions in which FIMO scans for Esrrb and Nr5a2 motifs identified the same single sequence and no other. As our FIMO parameters are permissive and detect many low scoring motif we are confident that we have excluded regions that contain a secondary weak Esrrb or Nr5a2 motif.

### ***RNA-seq analyses.***

Stranded paired end RNA-seq reads were aligned to the mm10 genome using STAR (Dobin et al. 2013) and quantified by RSEM (Li and Dewey, 2011) using the RSEM-STAR pipeline, with additional options “--seed 1618 --calc-pme --calc-ci --estimate-rspd --paired-end”. RSEM estimated read counts per sample were rounded for use with DESeq2 (Love et al., 2014). Genes with at least 20 raw counts in all replicates of at least one condition were considered for differential expression analysis. For all differential expression tests DESeq2 was run without independent filtering; genes considered with absolute FC > 1.5 and FDR < 0.01 were considered as differentially expressed. Gene Ontology analyses (Table S3) were carried out in PANTHER (geneontology.org) using standard parameters. For families of related terms, only the most specific hierarchical level was retained. General data visualization was made in R using ggplot2 (Wickham, 2016) and ComplexHeatmaps packages (Gu et al., 2016b). In Figure 4C, to determine enrichments of each group of differentially expressed genes in proximity to the ChIP-seq clusters, we calculated Hypergeometric right tail p-values for the association between differentially expressed genes within x bp of a ChIP-seq peak belonging to a cluster, compared to a background of all genes within x bp of a cluster peak, for x in [1, 1e+6] bp, using the Julia package

ProximityEnrichment.jl

(<https://github.com/owensnick/ProximityEnrichment.jl>).

### **Comparisons to published datasets.**

For Figure S5G-H, comparison to Nanog dependent regions from (Heurtier et al., 2019) was performed by liftover of mm9 available regions to mm10, followed by the intersection of Nanog responsive loci (Heurtier Clusters 1-4), with Esrrb responsive (our Clusters 1, 2) and Nr5a2 responsive elements (our clusters 1,3). For Figure 4E, Oct4 ChIP-seq datasets from (Buecker et al., 2014) and (Festuccia et al., 2018) were obtained through the European Nucleotide Archive database and aligned with Bowtie2 (Langmead and Salzberg, 2012) to the mm10 genome, with default options. Output sam files were converted to bam, sorted, and indexed using Samtools (Li et al., 2009). Coverage in the set of Esrrb/Nr5a2 dependent or independent regulatory regions identified in this study was quantified in each external dataset using the R packages bamsignals (Mammana, 2020), Rsamtools (Morgan, 2020), and GenomicRanges (Lawrence et al., 2009), and data plotted with ggplot2 (Wickham, 2016). For Figure 4D, processed data for RNA-seq correlations were obtained from supplementary tables available in the following publications, and differentially genes selected according to the following criteria:

- (Dunn et al., 2019):
  - Up in 2i/LIF vs PD/LIF (Activated by CH) - Fold change > 2, Absolute value in 2i/LIF > 5 FPKM (after averaging replicates)
  - Down in 2i/LIF vs PD/LIF (Repressed by CH) - Fold change < 0.5, Absolute value in PD/LIF > 5 FPKM (after averaging replicates)
- (Ye et al., 2013):
  - Up in LIF+CH / LIF (Activated by CH) - Fold change >2, detection p-value <0.1
  - Down in LIF+CH / LIF (Repressed by CH) - Fold change <0.5, detection p-value <0.1

- (Martello et al., 2013):  
Upregulated after LIF treatment (1h) in Stat3 wild-type cells cultured in 2i – p-value < 0.05  
Downregulated after LIF treatment (1h) in Stat3 wild-type cells cultured in 2i – p-value < 0.05
- (Yi et al., 2011):  
Upregulated in Tcf3<sup>-/-</sup>/Tcf3<sup>+/+</sup> – Fold change <0.5 (after averaging replicates)  
Downregulated in Tcf3<sup>-/-</sup>/Tcf3<sup>+/+</sup> – Fold change >1.5 (after averaging replicates)
- (Boroviak et al., 2015):  
Upregulated in ICM3.5/Epi5.5 – Fold change > 2, Absolute value > 5 (after averaging replicates)  
Downregulated in ICM3.5/Epi5.5 – Fold change < 0.5, Absolute value > 5 (after averaging replicates)  
Upregulated in Epi4.5/Epi5.5 – Fold change > 2, Absolute value > 5 (after averaging replicates)  
Downregulated in Epi4.5/Epi5.5 – Fold change < 0.5, Absolute value > 5 (after averaging replicates)
- (Buecker et al., 2014):  
Upregulated in ESC/EpiLC – Fold change > 2, Absolute value > 5 FPKM  
Downregulated in ESC/EpiLC – Fold change < 0.5, Absolute value > 5 FPKM
- (Festuccia et al., 2018):  
Upregulated in Esrrb<sup>High</sup>/Esrrb<sup>Negative</sup> – Fold change > 2 (after averaging replicates)  
Downregulated in Esrrb<sup>High</sup>/Esrrb<sup>Negative</sup> – Fold change < 0.5 (after averaging replicates)

In the case of (Argelaguet et al., 2019), tables of differential gene expression between the conditions presented in the figures were re-calculated using the scripts available at ([https://github.com/rargelaguet/scnmt\\_gastrulation](https://github.com/rargelaguet/scnmt_gastrulation)), which gave identical results to those reported by the authors, but allowed to include in our analyses a tailored sets of comparisons. Differentially expressed genes were selected according to the following criteria: Up in each of the conditions/ E4.5 epiblast – Fold change >1.5, detection p-value <0.01;

Down in each of the conditions / E4.5 epiblast - Fold change  $<(1/1.5)$ , detection p-value  $<0.01$ . Pearson correlation coefficients were then calculated based on the fold changes in expression of each gene in the external datasets and the fold change in expression observed after depletion of *Esrrb*, *Nr5a2* or both *Esrrb* and *Nr5a2* in FCS/LIF or 2i/LIF. Heatmaps displaying the correlation between datasets were generated using the ComplexHeatmap R package (Gu et al., 2016b). For Figure S2A, processed data for RNA-seq analysis of *Esrrb* and *Nr5a2* relative levels of expression was obtained from supplementary tables available in the following publications: (Atlasi et al., 2019; Buecker et al., 2014; Cruz-Molina et al., 2017; Dunn et al., 2019; Ficzb et al., 2013; Gu et al., 2016a; Hsu et al., 2019; von Meyenn et al., 2016). For Figure S2B, processed single cell RNA-seq (Kolodziejczyk et al., 2015) was obtained from the ESpresso database (<https://espresso.teichlab.sanger.ac.uk/>), and data imported in and plotted with the FlowJo software suite.

## ADDITIONAL REFERENCES

- Argelaguet, R., Clark, S.J., Mohammed, H., Stapel, L.C., Krueger, C., Kapourani, C.A., Imaz-Rosshandler, I., Lohoff, T., Xiang, Y., Hanna, C.W., et al. (2019). Multi-omics profiling of mouse gastrulation at single-cell resolution. *Nature* 576, 487-491.
- Atlasi, Y., Megchelenbrink, W., Peng, T., Habibi, E., Joshi, O., Wang, S.Y., Wang, C., Logie, C., Poser, I., Marks, H., et al. (2019). Epigenetic modulation of a hardwired 3D chromatin landscape in two naive states of pluripotency. *Nat Cell Biol* 21, 568-578.
- Bezanson, J., Edelman, A., Karpinski, S., and Shah, V. (2015). Julia: A fresh approach to numerical computing. <https://arxiv.org/abs/14111607>.
- Boroviak, T., Loos, R., Lombard, P., Okahara, J., Behr, R., Sasaki, E., Nichols, J., Smith, A., and Bertone, P. (2015). Lineage-Specific Profiling Delineates the Emergence and Progression of Naive Pluripotency in Mammalian Embryogenesis. *Dev Cell* 35, 366-382.
- Buecker, C., Srinivasan, R., Wu, Z., Calo, E., Acampora, D., Faial, T., Simeone, A., Tan, M., Swigut, T., and Wysocka, J. (2014). Reorganization of enhancer patterns in transition from naive to primed pluripotency. *Cell Stem Cell* 14, 838-853.

- Cruz-Molina, S., Respuela, P., Tebartz, C., Kolovos, P., Nikolic, M., Fueyo, R., van Ijcken, W.F.J., Grosveld, F., Frommolt, P., Bazzi, H., *et al.* (2017). PRC2 Facilitates the Regulatory Topology Required for Poised Enhancer Function during Pluripotent Stem Cell Differentiation. *Cell Stem Cell* 20, 689-705 e689.
- Dunn, S.J., Li, M.A., Carbognin, E., Smith, A., and Martello, G. (2019). A common molecular logic determines embryonic stem cell self-renewal and reprogramming. *EMBO J* 38.
- Encode\_Project\_Consortium (2012). An integrated encyclopedia of DNA elements in the human genome. *Nature* 489, 57-74.
- Feng, J., Liu, T., Qin, B., Zhang, Y., and Liu, X.S. (2012). Identifying ChIP-seq enrichment using MACS. *Nat Protoc* 7, 1728-1740.
- Festuccia, N., Halbritter, F., Corsinotti, A., Gagliardi, A., Colby, D., Tomlinson, S.R., and Chambers, I. (2018). Esrrb extinction triggers dismantling of naive pluripotency and marks commitment to differentiation. *EMBO J* 37.
- Ficiz, G., Hore, T.A., Santos, F., Lee, H.J., Dean, W., Arand, J., Krueger, F., Oxley, D., Paul, Y.L., Walter, J., *et al.* (2013). FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. *Cell Stem Cell* 13, 351-359.
- Grant, C.E., Bailey, T.L., and Noble, W.S. (2011). FIMO: scanning for occurrences of a given motif. *Bioinformatics* 27, 1017-1018.
- Gu, K.L., Zhang, Q., Yan, Y., Li, T.T., Duan, F.F., Hao, J., Wang, X.W., Shi, M., Wu, D.R., Guo, W.T., *et al.* (2016a). Pluripotency-associated miR-290/302 family of microRNAs promote the dismantling of naive pluripotency. *Cell Res* 26, 350-366.
- Gu, Z., Eils, R., and Schlesner, M. (2016b). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* 32, 2847-2849.
- Hahne, F. (2016). Visualizing Genomic Data Using Gviz and Bioconductor, in *Statistical Genomics. Methods and Protocols*. Anticancer Res 36, 3224.
- Heurtier, V., Owens, N., Gonzalez, I., Mueller, F., Proux, C., Mornico, D., Clerc, P., Dubois, A., and Navarro, P. (2019). The molecular logic of Nanog-induced self-renewal in mouse embryonic stem cells. *Nat Commun* 10, 1109.
- Hsu, J., Arand, J., Chaikovsky, A., Mooney, N.A., Demeter, J., Brison, C.M., Oliverio, R., Vogel, H., Rubin, S.M., Jackson, P.K., *et al.* (2019). E2F4 regulates transcriptional activation in mouse embryonic stem cells independently of the RB family. *Nature Communications* 10.
- Kolodziejczyk, A.A., Kim, J.K., Tsang, J.C., Illicic, T., Henriksson, J., Natarajan, K.N., Tuck, A.C., Gao, X., Buhler, M., Liu, P., *et al.* (2015). Single

Cell RNA-Sequencing of Pluripotent States Unlocks Modular Transcriptional Variation. *Cell Stem Cell* 17, 471-485.

- Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat Methods* 9, 357-359.
- Larsson, J. (2020). eulerr: Area-Proportional Euler and Venn Diagrams with Ellipses. R package version 6.1.0.
- Lawrence, M., Gentleman, R., and Carey, V. (2009). rtracklayer: an R package for interfacing with genome browsers. *Bioinformatics* 25, 1841-1842.
- Lawrence, M., Huber, W., Pages, H., Aboyoun, P., Carlson, M., Gentleman, R., Morgan, M.T., and Carey, V.J. (2013). Software for computing and annotating genomic ranges. *PLoS Comput Biol* 9, e1003118.
- Li, B., and Dewey, C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12, 323.
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., Durbin, R., and Genome Project Data Processing, S. (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 25, 2078-2079.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15, 550.
- Mammana, A. (2020). bamsignals: Extract read count signals from bam files. R package version 1.20.0.
- Martello, G., Bertone, P., and Smith, A. (2013). Identification of the missing pluripotency mediator downstream of leukaemia inhibitory factor. *EMBO J* 32, 2561-2574.
- Morgan, M. (2020). Rsamtools: Binary alignment (BAM), FASTA, variant call (BCF), and tabix file import. R package version 2.4.0.
- Nguyen, N.T.T., Contreras-Moreira, B., Castro-Mondragon, J.A., Santana-Garcia, W., Ossio, R., Robles-Espinoza, C.D., Bahin, M., Collombet, S., Vincens, P., Thieffry, D., *et al.* (2018). RSAT 2018: regulatory sequence analysis tools 20th anniversary. *Nucleic Acids Res* 46, W209-W214.
- Tan, G., and Lenhard, B. (2016). TFBSTools: an R/bioconductor package for transcription factor binding site analysis. *Bioinformatics* 32, 1555-1556.
- von Meyenn, F., Iurlaro, M., Habibi, E., Liu, N.Q., Salehzadeh-Yazdi, A., Santos, F., Petrini, E., Milagre, I., Yu, M., Xie, Z., *et al.* (2016). Impairment of DNA Methylation Maintenance Is the Main Cause of Global Demethylation in Naive Embryonic Stem Cells. *Mol Cell* 62, 983.

- Wickham, H. (2016). *ggplot2: Elegant Graphics for Data Analysis*. Springer-Verlag New York.
- Ye, S., Li, P., Tong, C., and Ying, Q.L. (2013). Embryonic stem cell self-renewal pathways converge on the transcription factor Tfcp2l1. *EMBO J* 32, 2548-2560.
- Yi, F., Pereira, L., Hoffman, J.A., Shy, B.R., Yuen, C.M., Liu, D.R., and Merrill, B.J. (2011). Opposing effects of Tcf3 and Tcf1 control Wnt stimulation of embryonic stem cell self-renewal. *Nat Cell Biol* 13, 762-770.
- Zeileis, A., and Grothendieck, G. (2005). zoo: S3 infrastructure for regular and irregular time series. *J Stat Softw* 14.

### Table S1. Summary of ChIP-seq results in FCS/LIF

[Click here to download Table S1](#)

### Table S2. Gene expression analysis

[Click here to download Table S2](#)

### Table S3. Gene ontology analysis on differentially expressed genes

[Click here to download Table S3](#)

### Table S4. Summary of ChIP-seq results in 2i/LIF

[Click here to download Table S4](#)

How the deposited data were processed for this re-analysis (not part of the article)

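RNA-seq of 20 libraries of mouse ESCs was used, 8 from FCS/LIF (2 replicates for each of 4 states) and 12 from 2i/LIF (3 replicates for each state). The states are EKOiE cells with Dox at 1 µg/ml (+E+N), EKOiE cells 2 days after Dox withdrawal (−E), EKOiE NrKO cells with Dox (−N) and EKOiE NrKO cells 2 days after Dox withdrawal (−E−N). The supplement names clone 4 for RNA-seq of the disrupted alleles, and the labels of the libraries do not give the clone. ChIP-seq, clonal assays, RT-qPCR, the repaired line, term enrichment and the comparison with published embryo data were not analysed here.

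The authors aligned stranded paired-end reads to mm10 with STAR and estimated an expected count per gene with RSEM, and these estimated counts were deposited without normalization between libraries. The deposited TPM values were also made by the authors with RSEM, and sum to 1000000 in each library. Both tables hold 54238 rows, of which 92 are ERCC spike-in sequences and 54079 were matched by their ID to GENCODE vM21, the source of the gene names and coordinates. In 1007 of these the name in the table differs from that in GENCODE, and 89 names are shared by several IDs, so genes were followed by ID. For genes with near-identical copies RSEM divides shared reads by estimation, and their counts are less certain. Counts were rounded to whole numbers. The total per library lay between 36514172 and 45443379 in FCS/LIF (median 41205657) and between 26653035 and 32526534 in 2i/LIF (median 28675445). The 10 genes with most counts held between 4.80% and 5.50% of a library in FCS/LIF and between 5.72% and 6.59% in 2i/LIF. At these depths a gene at the filter of 20 counts is measured with a sampling error much larger than a gene at 1000 counts or more, and a fold against a state with 3 counts or fewer in every library is given as a lower bound, computed against 3 counts.

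Within each medium, the 4 states were fitted together with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test, over genes with at least 20 counts in all replicates of at least 1 state (15636 genes in FCS/LIF and 14355 in 2i/LIF). Each of −E, −N and −E−N was compared with +E+N, and −E−N with −N. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.01 and a fold change over 1.5, the limits of the paper's methods. The interaction, −E−N minus −E minus −N plus +E+N, and the difference of a response between media, FCS/LIF minus 2i/LIF in a fit of all 20 libraries as 8 groups (16147 genes), were called at an adjusted p under 0.01 with no limit on their size. CPM values are counts divided by the library total scaled by TMM, times 1000000, and are given as mean ± SD over replicates. The mean over the 8 pluripotency genes was compared between states by an exact permutation test. Libraries were paired by the replicate number in their labels. The labels do not say what the replicates with one number share, so the fit without the number is given first, and the fit with it as a block beside it. Medium and culture batch, and the NrKO line and the loss of Nr5a2, cannot be told apart in this design.

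The genes named were set by a rule: every gene plotted in Fig. 2C, Fig. 2G, Fig. 4F and Fig. S3D, the 2 targeted genes, 12 nuclear receptors, and for each comparison the 2 largest rises and 2 largest falls among called genes that changed the same way in every same-numbered pair and had a mean of at least 100 counts. Some genes covered by this rule are not reported here. Genes with an interaction in FCS/LIF that fall outside this rule, and the called imprinted genes, were named after their values were seen.

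The alternatives tried were DESeq2 1.42.0 (Wald test without independent filtering, as in the paper's methods), DESeq2's size factors in the edgeR fit, no filter on low counts (at least 1 count), filterByExpr of edgeR, the replicate number as a block, the compared states alone, all 20 libraries in one fit, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) values, no fold change limit, an adjusted p under 0.05, separate +E+N libraries for the compared responses, and leaving out each library in turn. For named genes the alternatives were DESeq2, the block, limma on log2(TPM + 1) values and leaving out each library. For the mean over the 8 pluripotency genes, the block equals the difference of means by construction.

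The steps were tested on simulated data with 16147 genes, of which 16138 were used for the GC trend. The changed genes had a mean of at least 50 counts and changed at least 2-fold in −E−N. Their spread followed the trend over expression, and libraries of the same replicate number did not deviate together. The shares and slopes below therefore do not describe genes near the limits of count or fold change. Of 100 changed genes in a design of 2 against 2 libraries, 93 were called, with 2 unchanged genes called. With 3 against 3, 177 of 200 were called, with 5 unchanged. For the interaction 77 of 100 were called, and for the difference between media 73 of 100. The slope over genes simulated as additive was 0.998 in FCS/LIF and 0.980 in 2i/LIF. A GC trend put into the simulated libraries was removed by the correction for GC content and gene length, made in 50 bins, with 891 genes called before it and 0 after it.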

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

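The tests of depth, of GC content and gene length, of the Esrrb transcript and of direction within the NrKO line were chosen only after the results they concern were seen, and the other splits of the libraries and the chromosome medians were set earlier.

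The response to depletion differed between FCS/LIF and 2i/LIF for 171 genes in −E (95 higher in FCS/LIF, 76 lower), 120 in −N (66 and 54) and 2136 in −E−N (1178 and 958), by a test of the difference itself in a fit of all 20 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On log2(TPM + 1) values with limma the balance was different, with 221 higher and 33 lower in −E, 42 and 16 in −N and 1624 and 478 in −E−N. By edgeR's test, of the 8 pluripotency genes and the 2 targeted genes, the −E response was lower in FCS/LIF for Tbx3 by a log2 difference of -1.30 (adjusted p = 0.00342 from the same test), Tfcp2l1 by -1.58 (0.000368), Klf4 by -1.66 (0.000368), Zfp42 by -1.69 (3.74e-05) and Esrrb by -1.70 (0.00108). In −E−N it was lower for Tfcp2l1 by -1.42 (adjusted p = 6.21e-05 from the same test), Klf4 by -1.41 (0.000177), Zfp42 by -2.28 (1.60e-07) and Esrrb by -1.39 (0.000636). Each of these genes fell in 2 of 2 same-numbered pairs in FCS/LIF and 3 of 3 in 2i/LIF, in −E and in −E−N. These values are from the fit without the replicate number. With it as a block each of these differences was past the limit, as were those of Nanog in −E (-0.75 without the block, with an adjusted p of 0.0124 without it, 0.00380 with it and between 0.000448 and 0.0732 over all alternatives) and Nr5a2 in −E−N (-0.90, 0.0389, 0.00190 and between 0.000653 and 0.0920). On log2(TPM + 1) values with limma, the differences of Esrrb in −E (-1.39, adjusted p = 0.0335) and −E−N (-0.97, adjusted p = 0.0565), of Tbx3 in −E (-0.92, adjusted p = 0.0771) and of Klf4 in −E−N (-1.01, adjusted p = 0.0142) had the same sign and were not past the limit.

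Depth differs between the media, with a median of 41205657 counts in FCS/LIF and 28675445 in 2i/LIF. With the FCS/LIF libraries thinned to the median depth of 2i/LIF, 167, 104 and 2058 genes differed in −E, −N and −E−N, so depth does not account for the counts. After a correction of each library for GC content and gene length they were 165, 111 and 2098, and with the block of replicate number in the same corrected fit 748, 673 and 3677. A smaller loss of Esrrb itself in 2i/LIF is a candidate explanation for the differences in −E and −E−N, and the estimated fall of the Esrrb transcript was smaller in 2i/LIF, by the differences of -1.70 and -1.39 given above, which were not past the limit on log2(TPM + 1) values. Against it, the paper describes Esrrb binding in 2i/LIF as ablated 2 days after Dox withdrawal (Fig. 3B), from ChIP-seq that was not analysed here. A gene-level count does not separate the transgene from transcript of the disrupted endogenous gene, so RNA-seq counts alone do not tell the differences in the other genes apart from a different degree of Esrrb loss. Each medium was also its own set of cultures, and the medium cannot be told apart from the batch.

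In FCS/LIF, among called genes with a mean of at least 100 counts, the 2 largest rises and 2 largest falls of each comparison, apart from H19, which the paper plots in Fig. S3D, were those of genes outside those the paper discusses: Mymx (-3.41), Nebl (-3.36), Msx1 (2.75) and Sp8 (2.97) in −E, Inhbb (-2.29), Dpp4 (-2.25) and Aass (1.73) in −N, and Nr0b1 (-5.88), Khdc3 (-5.46), Piezo2 (3.58) and Sp8 (3.67) in −E−N, as log2 fold changes against +E+N, each in the same direction in 2 of 2 same-numbered pairs. Other splits of the FCS/LIF libraries were not fitted.

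In 2i/LIF, again apart from H19, which rose most in −N and in −E−N, these were Gm33027 (-3.54), Ldhb (-3.26), Lefty1 (2.18) and Ccnd2 (2.69) in −E, Ddr2 (-5.02), Rgs11 (-4.89) and Igf2 (6.32) in −N, and Khdc3 (-8.68), Inhbb (-7.31) and Slc22a3 (8.14; at least 106-fold higher, since +E+N had 3 counts or fewer) in −E−N, each in the same direction in 3 of 3 pairs. For each of −E, −N and −E−N against +E+N and for −E−N against −N, the 6 libraries make 10 splits into 3 and 3, of which 4 part every same-numbered pair, and 1 of these 4, the real one, gave as many called genes. The other 6 splits part 1 pair only. In each of these comparisons the other 9 splits gave 0 called genes (between 74 and 1905 genes at an unadjusted p under 0.05), against 223, 524, 2672 and 970 in the real ones (2917, 3594, 7034 and 4687). These splits mix states within groups, which widens the spread inside a group, and with 4 comparable splits the share cannot fall under 0.05, so the share itself tells nothing for or against a grouping by chance. The changes in −N and −E−N lie between the EKOiE and NrKO lines and cannot be told apart from other differences between these lines. A gain or loss of a whole chromosome in the NrKO line is one such difference. Apart from chromosome Y, which had 3 tested genes, the chromosome median farthest from 0 in −N was that of chromosome 8 in FCS/LIF (0.0356 on the log2 scale) and that of chromosome X in 2i/LIF (0.0746). Both are far from the shift that a gained copy in most cells gives. Chromosome 8 was at 0.0628 in −N in 2i/LIF. In −E, within the EKOiE line, it was at -0.0108 in FCS/LIF and 0.00266 in 2i/LIF. A gained copy in a minority of cells was not tested and is not excluded.

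The comparison of −E−N with −N, which lies within the NrKO line and which the paper reports for pluripotency genes in Fig. S4B and not for RNA-seq over all genes, called 1573 genes in FCS/LIF (1028 higher, 545 lower) and 970 in 2i/LIF (487 higher, 483 lower). Of these, 99.1% in FCS/LIF and 89.4% in 2i/LIF had the same direction in −E against +E+N, which lies within the EKOiE line. A response peculiar to the NrKO clone and unrelated to the −E response would be expected to give shares near 50%, which was not tested. Dox was withdrawn in both comparisons, and the shares do not separate an effect of its withdrawal from the loss of Esrrb. These shares leave the loss of Esrrb as a candidate explanation for most of these genes, as a hypothesis found and tested on the same data.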

How the results depend on the processing

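The alternatives were set before the data were examined, except that leaving out each library for the interaction, concordance, overlap, slope and media results of 2i/LIF was added after seeing the data. Counts of genes are taken to move when they differ by more than 1.5 times, and for each value below the cause was not tested. Over the comparison results, 109 values under other settings were close to the first value and 68 moved, and 99 values with a library left out were close and 33 moved. The −E−N count in FCS/LIF moved only without a fold change limit, to 4795, and that in 2i/LIF moved under none of the settings run, with 2182 to 2497 genes across the 6 fits that each left out 1 library. In FCS/LIF leaving out a library leaves 1 library in a state, so no genes were called there.

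With DESeq2 the number of called genes was 264 in −N in FCS/LIF, 447 in −E and 860 in −N in 2i/LIF. The interaction then had 63 genes in FCS/LIF and 303 in 2i/LIF, and the media differed for 532 genes in −E and 456 in −N. Without the filter on low counts the numbers were 1631 in −E, 548 in −N and 2556 in −E−N against −N in FCS/LIF, 401 in −E and 828 in −N in 2i/LIF, 242 and 212 for the interaction in FCS/LIF and 2i/LIF, and 706 and 809 for the media in −E and −N. With the replicate number as a block they were 305 in −N in FCS/LIF, 596 in −E, 1115 in −N and 1622 in −E−N against −N in 2i/LIF, 40 and 324 for the interaction, and 728, 686 and 3703 for the media in −E, −N and −E−N. With only the compared states fitted, −N had 3 genes in FCS/LIF and 348 in 2i/LIF. With all 20 libraries in one fit, FCS/LIF had 455 in −E and 950 in −E−N against −N, and 2i/LIF had 356 in −E.

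With limma on log2(TPM + 1) values the numbers were 503 in −E, 4 in −N and 1030 in −E−N against −N in FCS/LIF, 126, 300 and 642 for the same comparisons in 2i/LIF, 2 and 9 for the interaction in FCS/LIF and 2i/LIF, and 58 for the media in −N. On log2(TPM + 0.1) values they were 379, 5 and 879 in FCS/LIF, and 105, 291 and 588 in 2i/LIF. The log2(TPM + 1) values moved the median fold change of all genes in FCS/LIF by 0.111 in −E and 0.152 in −E−N. Without a fold change limit FCS/LIF had 1363 genes in −E and 2568 in −E−N against −N. At an adjusted p under 0.05, FCS/LIF had 1532 in −E, 193 in −N and 2563 in −E−N against −N, and 2i/LIF had 487, 980 and 1581. The share of rises changed by more than 10 points for −N in FCS/LIF, from 12 higher and 15 lower, with DESeq2 (193 and 71), without the filter (358 and 190), with the block (229 and 76), with the compared states alone (2 and 1), with all 20 libraries in one fit (6 and 12), on log2(TPM + 0.1) values (3 and 2) and at an adjusted p under 0.05 (127 and 66). It did so for −E−N in FCS/LIF, from 1934 and 1000, on log2(TPM + 1) values (1777 and 529), on log2(TPM + 0.1) values (1883 and 563) and without a fold change limit (2660 and 2135), and for −E in FCS/LIF, from 505 and 396, with all 20 libraries in one fit (204 and 251). In 2i/LIF it did so for −E, from 63 and 160, with the block (242 and 354), with the compared states alone (26 and 125) and at an adjusted p under 0.05 (187 and 300), and for −E−N against −N, from 487 and 483, with replicate 2 of −N left out (181 and 333). For the interaction it did so in FCS/LIF, from 0 higher and 5 lower, with DESeq2 (9 and 54), without the filter (113 and 129) and with the block (7 and 33), and in 2i/LIF, from 14 and 30, with the block (142 and 182) and on log2(TPM + 1) values (6 and 3). For the media it did so on log2(TPM + 1) values, from 95 and 76 to 221 and 33 in −E, from 66 and 54 to 42 and 16 in −N, and from 1178 and 958 to 1624 and 478 in −E−N.

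Leaving out each library gave 87 to 159 genes in −E, 244 to 441 in −N and 514 to 840 in −E−N against −N in 2i/LIF (6 fits each), 7 to 52 for the interaction in 2i/LIF (12 fits), and 101 to 192 in −E and 67 to 126 in −N for the media (6 fits each). Shares are taken to move when they differ by more than the SD between replicates. The share of genes with the same sign moved to 92.9% for −E in FCS/LIF without the filter, to 89.6% for −N in FCS/LIF without the filter, 91.3% with the block and 89.8% with separate +E+N libraries, and to 93.3% for −N in 2i/LIF with the block and 93.7% with separate +E+N libraries. For −E in 2i/LIF, 78.8% with the block and 80.0% with separate +E+N libraries were within that SD of 82.6%. The slope was 1.01 in FCS/LIF both without the filter and with separate +E+N libraries, and in 2i/LIF 1.05 without the filter, 1.07 with separate +E+N libraries and 1.07 to 1.18 across the 12 fits that each left out 1 library. The mean over the 8 pluripotency genes in −N in FCS/LIF was -0.36 to -0.32 across 4 such fits. The ratio of Esrrb to Nr5a2 in +E+N in FCS/LIF was 8.29 from CPM, which does not correct for transcript length, against 15.6 from TPM. Over genes with a mean of at least 100 counts, the median of chromosome X was 0.0532 for −E−N against −N in FCS/LIF, and 0.0308 in −E and 0.0560 in −N in 2i/LIF. Over these genes the median farthest from 0 in −N in 2i/LIF, apart from chromosome Y, was that of chromosome 8, at 0.0651.

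For single genes, 434 values under other settings were on the same side of the limits, 24 were weaker, 24 were stronger and 1 was reversed, the interaction of Otx2 in 2i/LIF at 0.33 on log2(TPM + 1) values. With DESeq2, 150 were the same, 1 was weaker and 10 were stronger. With the block these were 147, 1 and 13, and with limma on log2(TPM + 1) values 137, 22 and 1. With 1 library left out, 751 were the same, 40 were weaker, 7 were stronger, 94 moved and 8 were reversed. The results with a reversal in 2i/LIF, each over 6 such fits, were Pou5f1 in −E (-0.00851 to 0.18), Utf1 in −E (-0.65 to 0.106), Nanog in −E (-0.15 to 0.0286), Nr5a2 in −N (-0.15 to 0.0471), and Foxd3 in −E (-0.17 to 0.0439) and in −N (-0.0157 to 0.34). Depth limits genes with few counts: Fgf5 was below the filter in 2i/LIF.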

Differences from the paper's values

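No test was chosen for this part after a result was seen. In FCS/LIF, 27 genes were called in −N, against the paper's 91. None of the alternatives set before the data were examined closed this gap: they gave 264 (DESeq2), 26 (DESeq2's size factors), 548 (no filter on low counts), 30 (filterByExpr), 305 (replicate block), 3 (the compared states alone), 18 (all 20 libraries in one fit), 4 and 5 (limma on log2(TPM + 1) and log2(TPM + 0.1) values), 31 (no fold change limit) and 193 (adjusted p under 0.05).

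In 2i/LIF, 293 genes were called lower and 231 higher in −N, against the paper's 546 and 515. The gap closed for both with DESeq2 (467 and 393), without the filter (419 and 409), with the block (613 and 502), with all 20 libraries in one fit (420 and 366) and at an adjusted p under 0.05 (531 and 449). Without a fold change limit it closed for the lower genes (376) and not for the higher (279). It did not close with DESeq2's size factors, filterByExpr, the compared states alone, limma on either TPM scale, or any library left out.

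In −E in 2i/LIF, 160 genes were called lower and 63 higher, against the paper's 343 and 228. The gap closed for both with DESeq2 (289 and 158), the block (354 and 242) and an adjusted p under 0.05 (300 and 187). It closed for the lower genes alone without the filter (285, with 116 higher), with all 20 libraries in one fit (244, with 112 higher) and without a fold change limit (232, with 74 higher). It did not close with DESeq2's size factors, filterByExpr, the compared states alone, limma on either TPM scale, or any library left out.

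Overlaps were computed under DESeq2, no filter and the block. In 2i/LIF, 439 genes were called in −N and −E−N only, against the paper's about 790 in Fig. 4B, read by eye, and all of these alternatives closed the gap (648, 644 and 792). Called in all 3 comparisons were 55 genes, against about 190 in Fig. 4B, read by eye, which DESeq2 (141) and the block (222) closed and no filter (117) did not. In −E and −E−N only there were 133, against about 270 in Fig. 4B, read by eye, closed by all of these (223, 216 and 263). In −E and −N only there were 3, against about 9 in Fig. 4B, read by eye, closed by no filter (6) and the block (10) and not by DESeq2 (5). In −E alone there were 32, against about 100 in Fig. 4B, read by eye, closed by DESeq2 (78) and the block (101) and not by no filter (62). In −N alone there were 27, against about 74 in Fig. 4B, read by eye, closed by all of these (66, 61 and 91).

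In FCS/LIF, 15 genes were called in all 3 comparisons, against the paper's about 34 in Fig. S3B, read by eye, and none of these alternatives closed the gap (104, 198 and 128). In −N and −E−N only there were 9, against about 56 in Fig. S3B, read by eye, and none closed it (143, 262 and 161). In −N alone there were 2, against about 1 in Fig. S3B, read by eye, and none closed it (5, 40 and 5).

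The paper states that Klf4, Tbx3, Tfcp2l1 and Sox2 are reduced in −E in 2i/LIF. Their log2 fold changes of -0.50, -0.52, -0.62 and -0.46 were not called, and Tfcp2l1 alone was called under some other settings: with DESeq2, with the block, with all 20 libraries in one fit, without the filter, with the compared states alone, at an adjusted p under 0.05, with the adjustment over the 8 genes alone and with replicate 3 of −E−N left out of the fit. The legend of the figure marks genes at a false discovery rate under 0.01. With the block, Klf4, Tbx3 and Sox2 had an adjusted p under 0.01 and were lower in all 3 same-numbered pairs, and the fold change limit alone kept them from being called. The same held for Tbx3 with DESeq2. For −E−N in 2i/LIF the paper lists Fgf5, Grhl2 and the Dnmt genes among those raised. Fgf5 was below the filter on low counts, and Grhl2 (0.62) and Dnmt3a (0.30) were not called. None of these 3 was called under any of the settings run. It lists Otx2, Foxd3, Utf1 and Etv4 as lowered by loss of either TF. Otx2 was not called in −E (-1.82), nor in −N (-1.69). It was called in both with all 20 libraries in one fit, at an adjusted p under 0.05 and with the adjustment over the genes of Fig. 4F alone, in −E with the block, and in −N with limma on log2(TPM + 1) values. Foxd3 (-0.04 in −E, 0.16 in −N), Utf1 (-0.24 and 0.47) and Etv4 (-0.09 and -0.62) were not called in either. Under the other settings run, only Etv4 was called, in −N without the filter on low counts. Etv4 was lower in all 3 same-numbered pairs of −E and of −N, and Utf1 was higher in all 3 of −N. In −E−N, Utf1 (-1.36) was not called, and was called with the block, without the filter, with the compared states alone and at an adjusted p under 0.05. The paper describes the differentiation markers as mildly raised in −E in 2i/LIF, and 0 of the 12 tested were called, with 2917 of all tested genes at an unadjusted p under 0.05, and 3 called with the block.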

Other observations

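The test of direction within the NrKO line, the test of imprinted genes without H19, the labellings in which neither single change enters the interaction and the choice to read a share of the same direction as above 50% were made only after the results were seen.

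In 2i/LIF, 7 of the 37 imprinted genes tested were called in −N, against 1.23 on average in 10000 lists of genes matched on mean expression (permutation p = 0.0001, the smallest these lists can give). Besides H19 (7.30) and Igf2 (6.32), the log2 fold changes were 4.62 for Peg10, 1.37 for Peg3, 1.27 for Mest, 0.80 for Mirg and -1.16 for Ddc. Without H19, 6 of 36 were called (permutation p = 0.001), and without H19 and Igf2, 5 of 35 (p = 0.005), by the same permutation of lists. With 1 library left out, Peg3, Mest, Mirg and Ddc were each not called in some of the fits, and on log2(TPM + 1) values with limma Peg3 and Mirg were not called. In −E−N against +E+N, H19 rose by 9.17 and Igf2 by 7.84, and in −E, within the EKOiE line, H19 had a log2 fold change of 1.32 and Igf2 of 0.45, neither called, although H19 was with DESeq2. The −N response of H19 was smaller in FCS/LIF, where its log2 fold change was 2.20. The difference between media, FCS/LIF minus 2i/LIF, was -5.09 for H19 (adjusted p = 1.28e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Igf2 it was -5.45 (adjusted p = 1.63e-06 from the same test), and for Peg10, Peg3, Mest, Mirg and Ddc it was not past the limit. Expression from each allele and DNA methylation were not measured, so a change of imprinting itself was not tested. Differences of the NrKO line at imprinted genes, apart from the loss of Nr5a2 itself, may account for part of the −N response in 2i/LIF. A single line carries both, and they cannot be told apart.

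The same +E+N libraries serve as control for the single depletions and for −E−N, which could produce shared signs on its own. With separate +E+N libraries, the shares of −E−N genes with the same sign were 94.0% for −E and 89.8% for −N in FCS/LIF, and 80.0% for −E and 93.7% for −N in 2i/LIF. In simulated genes changed in −E−N only, made for −E in 2i/LIF alone and with the same +E+N libraries in both comparisons, the share was 50%. Shared controls therefore do not account for the whole of the shares.

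The interaction in 2i/LIF had 44 genes, and 9 of 100 labellings of the libraries within replicate numbers, the real one included, gave as many. Of the 100, 98 were distinct. In the other labellings with as many genes, the change of −E or −N itself entered the interaction, which can give many genes by construction, so their number says little about a grouping by chance. In 256 labellings neither change enters it, and of 100 of these, the real one included, 1 gave as many. Of the others, 98 gave 0 genes (between 10 and 1263 genes at an unadjusted p under 0.05 over all the others, against 1962 in the real one), and the most was 2 genes. These labellings mix states within groups, with a common dispersion between 0.0345 and 0.106 against 0.0190 in the real one, which lowers their number of genes by construction.

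Among the 12 nuclear receptors, Nr0b1 was called in −E and −E−N in FCS/LIF (log2 fold changes -2.66 and -5.88) and in 2i/LIF (-2.04 and -6.64), lower in 2 of 2 and 3 of 3 same-numbered pairs. In −E−N, Nr6a1 was called higher in FCS/LIF (0.67) and in 2i/LIF (1.49). Nr1d1 (-0.76) and Nr2f2 (1.46) were called in −E−N in FCS/LIF and not in 2i/LIF (-0.22 and 1.16), and the test of the difference between media was not past its limit for Nr1d1 (-0.51, adjusted p = 0.275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or Nr2f2 (0.34, adjusted p = 0.665 from the same test). With DESeq2 or with the block, Nr2f2 was also called in 2i/LIF, and on log2(TPM + 1) values neither Nr1d1 nor Nr2f2 was called in FCS/LIF.

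The ratio of Esrrb to Nr5a2 TPM in +E+N was 15.6 ± 5.30 in FCS/LIF (SD, n = 2) and 11.1 ± 3.18 in 2i/LIF (SD, n = 3). From CPM, which does not correct for transcript length, it was 8.29 ± 2.10 in FCS/LIF and 8.27 ± 1.70 in 2i/LIF. The higher ratio in FCS/LIF was thus not seen on that scale. In these cells the endogenous Esrrb gene is knocked out and a Dox-inducible transgene supplies Esrrb, so these are not ratios of wild-type ESCs. Apart from chromosome Y, which had 3 tested genes, the chromosome median farthest from 0 in −E−N was that of chromosome X, 0.102 in FCS/LIF and 0.174 in 2i/LIF on the log2 scale.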
